# Targeted suppression of siRNA biogenesis in Arabidopsis pollen promotes triploid seed viability

**DOI:** 10.1038/s41467-024-48950-6

**Published:** 2024-05-30

**Authors:** Kannan Pachamuthu, Matthieu Simon, Filipe Borges

**Keywords:** Seed development, Plant hybridization, Plant molecular biology

## Abstract

In plants, small-interfering RNAs (siRNAs) mediate epigenetic silencing via the RNA-directed DNA methylation (RdDM) pathway, which is particularly prominent during reproduction and seed development. However, there is limited understanding of the origins and dynamics of reproductive siRNAs acting in different cellular and developmental contexts. Here, we used the RNaseIII-like protein RTL1 to suppress siRNA biogenesis in Arabidopsis pollen, and found distinct siRNA subsets produced during pollen development. We demonstrate that *RTL1* expression in the late microspore and vegetative cell strongly impairs epigenetic silencing, and resembles RdDM mutants in their ability to bypass interploidy hybridization barriers in the seed. However, germline-specific *RTL1* expression did not impact transgenerational inheritance of triploid seed lethality. These results reveal the existence of multiple siRNA subsets accumulated in mature pollen, and suggest that mobile siRNAs involved in the triploid block are produced in germline precursor cells after meiosis, or in the vegetative cell during pollen mitosis.

## Abstract (web summary)

In Arabidopsis, the pollen vegetative cell is regarded as a source of mobile siRNAs that guide male germline reprogramming. This study demonstrates that siRNA triggers of triploid seed lethality originate in germline companion cells after meiosis.

## Introduction

Plant small RNA pathways have been extensively studied based on their important roles in plant development and reproduction^1–4^. They are mostly produced as 20- to 24-nucleotides (nt) RNA molecules that are classified as microRNAs (miRNA) and small-interfering RNAs (siRNAs) depending on their precursor transcript and processing machinery^5,6^. The expansion of plant siRNA pathways was propelled by the appearance of RNA polymerases solely dedicated to the production of siRNAs and their targets^5,6^, such as Pol IV and Pol V that mediate transcriptional silencing via the RNA-directed DNA methylation (RdDM) pathway^7^.

In plants, cytosine methylation is widespread and occurs in the CG, CHG,and CHH contexts (where H is A, C, or T), which are all initiated by RdDM. This pathway is essential for normal development and fertility in many plant species^8–10^, but has limited phenotypic impact in the model plant *Arabidopsis thaliana*, which allows studying siRNA biogenesis and activity in different developmental contexts. However, most studies have used genetic mutations that disrupt siRNA biogenesis and activity throughout the entire life cycle, which prevents the identification of siRNA subsets produced in specific tissues and cell types. For example, in the Arabidopsis male gametophyte, three haploid cells differentiate after meiosis to form a mature pollen grain^11^. After the first pollen mitosis, the vegetative cell nucleus exits cell cycle and undergoes epigenetic reprogramming leading to transcriptional activation of transposable elements (TEs) that are rapidly targeted by miRNAs and RdDM^12–16^. In contrast, the generative cell undergoes a second mitosis to generate two sperm cells that progress through S-phase prior to double fertilization, when RdDM pathways are transiently switched off^12,17^. For this reason, epigenetic reprogramming in the male germline has been largely associated to the activity of mobile siRNAs originated from the vegetative cell^14,18,19^ and anther tissues during meiosis^20^, but the biological significance of this mechanism remains poorly understood.

In order to investigate the origins, dynamics and function of siRNAs accumulated in *A. thaliana* pollen, we developed a method to suppress siRNA biogenesis specifically in pollen by using the antiviral RNaseIII-like protein RTL1 that is able to suppress siRNA biogenesis when expressed by strong constitutive promoters^21^. By using two pollen-specific promoters with very different expression dynamics, we were able to identify distinct TE-derived siRNA subsets produced during pollen development, and demonstrate that RTL1 expression in pollen impairs epigenetic silencing to promote triploid seed viability in the next generation.

## Results

### RTL1-mediated suppression of siRNA biogenesis in Arabidopsis pollen

Ectopic expression of *RTL1* in pollen of Col-0 background was achieved by using the well-known *LAT52* and *MGH3* promoters that are differentially expressed throughout pollen development^22^. While the *LAT52* promoter is expressed in the late microspore stage before becoming preferentially expressed in the vegetative cell during pollen mitosis, the *MGH3* promoter is strongly expressed in the male germline after the first pollen mitosis^22,23^. Ectopic expression of *RTL1* in mature pollen was confirmed in two independent transgenic lines of each construct (Supplementary Fig. 1a), which were subsequently used to perform small RNA sequencing and differential expression analysis (Fig. 1a and Supplementary Fig. 2). 

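Pollen of WT Col-0, *pLAT52::RTL1* and *pMGH3::RTL1* plants was sequenced in 2 small RNA libraries each, and the libraries of a construct come from its independent transgenic lines. For each gene of TAIR10, TE genes included, and each RNA length, the authors deposited a signal in RPM, in which every perfectly matching read was divided by its number of genomic hits. The values listed summed to between 3743341 and 8672909 RPM per library, which is above the total that the unit implies, so they are called signal. A single read counted for between 0.430 and 1.46 RPM across libraries, and between 5517930 and 10349598 hit-weighted reads per library were listed on genes. Signal from 18 to 30 nt was summed for each gene, and the 11585 loci with a mean of at least 12 reads per library were tested with limma on log2(signal + 1), with these 6 libraries in one fit and Benjamini-Hochberg adjusted p-values against 0.05. Across these loci, which are not independent replicates, the log2 values of the paired libraries of a genotype gave a Pearson r of 0.935 in WT Col-0, 0.956 in *pLAT52::RTL1* and 0.952 in *pMGH3::RTL1* pollen. All 224 values that the source data of Fig. 1d share with the deposited ones were equal. Both WT Col-0 libraries differed in RNA length, with 4.33 times as much 24-nt as 21-nt signal on TE genes in replicate 1 and 2.13 times as much in replicate 2. The TE loci of the paper's annotation were not analysed here, so TE siRNAs are described through the TE genes alone.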

Comparative analysis using wild-type pollen (WT Col-0) as control revealed 817 loci with significantly reduced siRNA levels in *pLAT52::RTL1* and 247 in *pMGH3::RTL1* pollen, which were mostly non-overlapping (Fig. 1b, c, Supplementary Fig. 2a, and Supplementary Data 1). 

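Small RNA levels passed the threshold as reduced at 18 loci and as raised at 189 loci in *pLAT52::RTL1* pollen, and as reduced at 111 and raised at 55 loci in *pMGH3::RTL1* pollen. Reduced loci thus made up 18 of 207 changed loci in *pLAT52::RTL1* pollen and 111 of 166 (66.9%) in *pMGH3::RTL1* pollen. The scaling of the libraries moved the counts of reduced loci most, and the count of raised loci moved by the largest factor in *pLAT52::RTL1* pollen without a variance trend and in *pMGH3::RTL1* pollen with only the 4 libraries of the comparison (10 raised). Scaled to the microRNA genes, a choice that lowered the median log2 change of all tested loci by 0.65 and 0.94, *pLAT52::RTL1* pollen had 1760 reduced and 206 raised loci (89.5% reduced) and *pMGH3::RTL1* pollen 4739 and 41 (99.1%). Scaled to the summed signal listed, which moved that median by -0.21 and -0.70, 17.0% of the changed loci were reduced in *pLAT52::RTL1* and 97.7% in *pMGH3::RTL1* pollen. Without rRNA, tRNA, snRNA and snoRNA in the sum, the share was 32.1% in *pLAT52::RTL1* and 92.8% in *pMGH3::RTL1* pollen, and the median moved by -0.26 and -0.57. A fit without the trend of the variance on the mean, a trend that was not in the plan and was chosen once the deposited values were at hand, left 1 reduced and 35 raised loci in *pLAT52::RTL1* pollen and 68 and 14 in *pMGH3::RTL1* pollen.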

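Only 1 locus was reduced in both comparisons, and 31 were at an unadjusted p, where simulated unchanged groups that share the WT Col-0 libraries gave a mean of 64.0. Of the 111 loci reduced in *pMGH3::RTL1* pollen, 19 were lower in *pLAT52::RTL1* pollen than in WT Col-0, with a median log2 change of 0.16, and of the 18 reduced in *pLAT52::RTL1* pollen, 3 were lower in *pMGH3::RTL1* pollen, with a median of 0.56. The log2 changes of the constructs had a Pearson r of 0.35 across loci, below the 0.48 to 0.52 found in 100 draws of such groups. Tested directly against each other, *pMGH3::RTL1* pollen was lower than *pLAT52::RTL1* pollen at 289 loci and higher at 122. Scaling to the microRNA genes raised the number of loci reduced in both comparisons to 1291.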

A few hundred loci showing enriched small RNA levels were also detected in both *pLAT52::RTL1* and *pMGH3::RTL1* samples (Supplementary Fig. 2b), but were considered to be indirect normalization effects resulting from the strong loss of siRNA in these lines. Therefore, we focused our analysis on down-regulated siRNA loci that included protein-coding genes targeted by 21/22-nt siRNAs in WT Col-0 pollen. 

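Of the 189 loci raised in *pLAT52::RTL1* pollen, 175 were protein-coding genes and 11 were microRNA genes, and their median log2 change was 2.18. In *pMGH3::RTL1* pollen, 25 protein-coding genes, 15 microRNA genes and 7 snoRNA genes were among the 55 raised loci, and 18 loci were raised in both comparisons. At an unadjusted p, 762 loci were raised in both, against at most 86 in simulated unchanged groups that share the WT Col-0 libraries. This excess depends on the scaling. Loci raised at an unadjusted p in *pMGH3::RTL1* pollen numbered 1695 as reported and 1518 when scaled to the median ratio of the tested loci. They were 101 with the summed signal, 67 with the microRNA genes and 246 with the sum without rRNA, tRNA, snRNA and snoRNA, too few for such an overlap. The largest increases in *pLAT52::RTL1* pollen were at AT5G42110, AT2G38500 and AT4G02620. AT2G38500 had a signal of 38.7 ± 28.0 RPM (SD, n = 2) in WT Col-0 and of 1215 ± 313 RPM (SD, n = 2) in *pLAT52::RTL1* pollen, a log2 change of 5.12 (standard error 0.46, adjusted p = 0.00328 in limma), but did not pass the threshold with 23-nt and 24-nt RNAs alone. AT5G42110 rose by 5.42 on the log2 scale and AT4G02620 by 4.92, and the former was no longer past the threshold under 3 alternatives. In *pMGH3::RTL1* pollen the largest increase was at *RTL1* itself (AT4G15417), whose libraries were listed at 1023 and 302 RPM against 4.30 and 11.9 RPM in WT Col-0. AT1G19880, a protein-coding gene, rose by 4.86 and the snoRNA gene AT2G35387 by 2.30 on the log2 scale. At the loci raised in *pLAT52::RTL1* pollen, the summed signal rose by 2.19 on the log2 scale at 21 and 22 nt, by 2.85 at 24 nt and by 3.99 from 25 to 30 nt. Other scalings left between 180 and 287 raised loci in *pLAT52::RTL1* pollen and between 15 and 77 in *pMGH3::RTL1* pollen.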

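The lists of Supplementary Data 1 hold 77 protein-coding and microRNA genes with reduced levels in *pLAT52::RTL1* pollen and 54 in *pMGH3::RTL1* pollen that are also in the deposited values. Signal of 21 and 22 nt over the 77 genes was 30020 ± 7325 RPM (SD, n = 2) in WT Col-0, 13490 ± 360 RPM in *pLAT52::RTL1* and 39560 ± 1953 RPM in *pMGH3::RTL1* pollen. This length class made up 68.2% and 65.6% of the signal of these genes in the WT Col-0 libraries, and 24-nt RNAs made up 14.9% and 8.59%. Over the 54 genes it was 7190 ± 1764 RPM in WT Col-0, 4803 ± 1019 RPM in *pLAT52::RTL1* and 2704 ± 11.1 RPM in *pMGH3::RTL1* pollen, and it made up 33.2% and 42.6% of their signal in WT Col-0. Both libraries of the construct lay below both WT Col-0 libraries in each case. The paper chose these genes as reduced in the same libraries, so this order is no independent evidence. No test was made, and 2 libraries against 2 are also too few for an exact one.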

By re-analyzing the transcriptomes of WT Col-0 pollen cell types that were already available^24^, we observed that siRNA depletion in *pLAT52::RTL1* pollen corresponded to genes preferentially expressed in the vegetative cell, while reduced 21/22-nt siRNA levels in *pMGH3::RTL1* pollen corresponded to genes preferentially expressed in sperm cells (Fig. 1d and Supplementary Fig. 1c). 

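The genes of Fig. 1d were all lower in the construct that the paper pairs them with, and 2 of the 8 passed the threshold. The paper shows them as examples of reduced levels in these same libraries, so their direction is no independent evidence. *CDA1* (AT2G19570), at chromosome 2 from 8470244 to 8471644 of TAIR10.1, fell from 56.5 ± 11.1 RPM (SD, n = 2) in WT Col-0 to 14.7 ± 5.25 RPM in *pLAT52::RTL1* pollen (log2 change -1.90, standard error 0.30, adjusted p = 0.0236 in limma), and stood at 83.8 ± 0.0500 RPM in *pMGH3::RTL1* pollen. *DAZ2* (AT4G35280), at chromosome 4 from 16787280 to 16788283, fell from 60.6 ± 23.1 RPM in WT Col-0 to 7.17 ± 1.87 RPM in *pMGH3::RTL1* pollen (log2 change -2.88, standard error 0.33, adjusted p = 0.00735 in limma) and measured 52.8 ± 0.883 RPM in *pLAT52::RTL1* pollen. Neither call held in fits of the 4 libraries of one comparison alone. Among the other genes paired with *pLAT52::RTL1* pollen, AT1G63230 changed by -2.16, *GAE4* (AT2G45310) by -2.18 and AT3G11420 by -1.35 on the log2 scale, with adjusted p-values from limma of 0.108, 0.128 and 0.0571. AT3G11420 rose by 0.52 with 23-nt and 24-nt RNAs alone. For *pMGH3::RTL1* pollen, AT1G24530, AT3G06890 and *TET12* (AT5G23030) changed by -1.45, -1.44 and -1.61, with adjusted p-values of 0.0528, 0.0560 and 0.0528. Scaled to the microRNA genes, all 8 genes were past the threshold, with the libraries of one comparison alone 0 were, and over all alternatives the 6 uncalled genes had adjusted p-values between 3.12e-07 and 0.491. In the direct comparison, all 4 genes paired with *pLAT52::RTL1* pollen were higher in *pMGH3::RTL1* than in *pLAT52::RTL1* pollen past the threshold, with log2 differences of 2.22 to 3.24. Of the genes paired with *pMGH3::RTL1* pollen, *DAZ2* and AT3G06890 were lower there than in *pLAT52::RTL1* pollen past the threshold, by -2.74 and -1.46.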

Taken together, these results confirmed that RTL1 is able to suppress siRNA biogenesis during pollen development, and suggested that the two pollen cell types produce different siRNA subsets.

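Every one of the paper's 77 genes was lower in *pLAT52::RTL1* pollen than in WT Col-0, with a median log2 change of -1.11, and 11 passed the threshold over all loci and 72 when adjusted over the list alone. All 54 genes of the other list were lower in *pMGH3::RTL1* pollen, with a median of -1.54, and 32 passed over all loci and 53 when adjusted over the list alone. These lists were chosen on the same libraries, so the counts adjusted over the list alone are not independent evidence. In the opposite construct, 18 of the 77 genes were lower in *pMGH3::RTL1* pollen (median 0.45) and 20 of the 54 in *pLAT52::RTL1* pollen (median 0.05). From the loss of siRNAs at mostly different loci in the 2 constructs, the paper concludes that RTL1 can suppress siRNA biogenesis in pollen, and it proposes that each pollen cell type makes its own subset of siRNAs.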

**Fig. 1:**
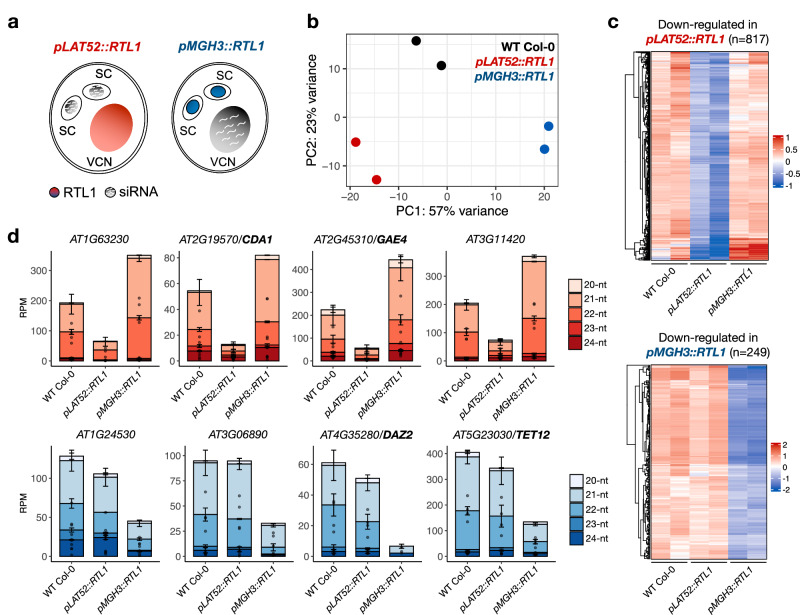
Ectopic expression of *RTL1* suppresses siRNA biogenesis in Arabidopsis pollen. **a** Schematic representation of *RTL1* expression in mature pollen driven by the *pLAT52* and *pMGH3* promoters that are preferentially expressed in the vegetative cell and sperm cells, respectively. VCN is vegetative cell nucleus, and SC is sperm cell. **b** Principal component analysis after variance-stabilizing transformations shows reproducibility of small RNA sequencing experiments for two independent transgenic lines of each construct and wild-type Col-0, and highlights variance along PC1 and PC2 between all sample types. **c** Heatmap representation of siRNA depletion in *pLAT52::RTL1* and *pMGH3::RTL1* pollen (vs WT Col-0) shows that distinct loci are affected in the two transgenic lines. **d** Barplots present examples of different protein-coding genes showing reduced levels of 21/22-nt siRNA in *pLAT52::RTL1* or in *pMGH3::RTL1* pollen. Dots and bars represent expression level of individual replicates and mean values (*n* = 2), respectively, error bars represent the standard error, and RPM is reads per million. Source data are provided as a Source Data file.

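Principal components were computed from the log2 signal of the 11585 tested loci with a prior count of 2. PC1 held 38.8% of the variance and PC2 28.5%. *pLAT52::RTL1* pollen scored 35.3 and 40.1 on PC1, *pMGH3::RTL1* pollen -39.2 and -49.8, and WT Col-0 17.7 and -4.15 between them. On PC2 both WT Col-0 libraries were positive, at 50.3 and 30.5, and every RTL1 library was negative, between -26.2 and -9.05. PC3, with 13.8% of the variance, parted the WT Col-0 libraries, at 27.8 and -38.9. With the 500 most variable loci alone, PC1 rose to 55.9%.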

### RTL1 strongly impairs biogenesis of TE-derived siRNAs in pollen

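In the deposited values, TEs were represented by 3895 TE genes, of which 3537 were among the tested loci (30.5%). TE genes were 62 of the 111 loci reduced in *pMGH3::RTL1* pollen (55.9%, Fisher's exact test against the tested loci, two-sided p = 3.29e-08) and 3 of the 18 reduced in *pLAT52::RTL1* pollen (16.7%, p = 0.305). The exact tests here treat loci as independent, but copies of a TE family can share reads and be called together, as 13 of 15 *ATGP2* TE genes were. Their p-values may therefore be too small. The share in *pLAT52::RTL1* pollen depended on the settings, at 68.9% of the loci reduced after scaling to the microRNA genes and 53.7% of those reduced in 21-nt and 22-nt RNAs (exact p = 0.000699). The share in *pMGH3::RTL1* pollen moved too. It was 34.1% with the summed signal (219 of 642, exact p = 0.0472) and 40.1% without rRNA, tRNA, snRNA and snoRNA in that sum (352 of 878). Scaled to the median ratio of the tested loci it was 47.9%, and scaled to the microRNA genes 56.3%. With 23-nt and 24-nt RNAs alone, TE genes made up 45.2% of the loci reduced in *pMGH3::RTL1* pollen, close to their 46.7% among the loci tested at these lengths (exact p = 0.694). Over all tested TE genes, 67.2% were lower in *pLAT52::RTL1* and 69.3% in *pMGH3::RTL1* pollen than in WT Col-0, with median log2 changes of -0.20 and -0.14. These shifts depended on length and scaling. With 21-nt and 22-nt RNAs alone the medians were -0.81 (93.6% of 2096 lower) and 0.13 (36.2% lower), so the direction turned in *pMGH3::RTL1* pollen. At 23 and 24 nt they were -0.04 (53.8% of 3388 lower) and -0.20 (74.2% lower), so little shift was left in *pLAT52::RTL1* pollen. With the microRNA genes as scale they were -0.86 and -1.10. Protein-coding genes had medians of 0.36 and 0.26. Of the 62 TE genes reduced in *pMGH3::RTL1* pollen, 2 were lower in *pLAT52::RTL1* pollen.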

Interestingly, siRNA depletion in *pLAT52::RTL1* and *pMGH3::RTL1* pollen occurred primarily at TEs that seem to be differentially impacted in the two transgenic lines (Fig. 2a–c). This includes *ATGP1, ATHILA4, VANDAL3* and *ATLANTYS2* families that lost siRNAs mainly in *pLAT52::RTL1* pollen, while siRNAs from *ATGP2*, *ATGP2N*, *VANDAL6* and *ATCOPIA36* families were primarily depleted in *pMGH3::RTL1* pollen (Fig. 2b, c and Supplementary Fig. 3). 

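Families were assigned to 1196 of the 3895 TE genes (30.7%) by aligning the windows of Supplementary Data 2 that name a single family. These windows are differentially methylated regions, so families with few such regions may be under-represented. That list is also incomplete in the copy at hand, so no family was tested for enrichment. The 63 *ATGP1* TE genes had a summed signal of 25960 ± 2939 RPM (SD, n = 2) in WT Col-0, 14810 ± 1830 RPM in *pLAT52::RTL1* and 24660 ± 2525 RPM in *pMGH3::RTL1* pollen. Their median log2 change was -1.01 relative to all tested loci in *pLAT52::RTL1* pollen (-0.84 unadjusted for that median), with 61 lower, and -0.20 (-0.12) in *pMGH3::RTL1* pollen. Relative to all loci, *ATLANTYS2* (28 TE genes) changed by -0.79 in *pLAT52::RTL1* and -0.15 in *pMGH3::RTL1* pollen, *VANDAL3* (12) by -0.54 and 0.04, and *ATHILA4* (24) by -0.45 and -0.20. None of the members of these families passed the threshold in *pLAT52::RTL1* pollen, where 788 loci were reduced at an unadjusted p below it. *ATGP2* (15 TE genes) fell from 37650 ± 3687 RPM in WT Col-0 to 9504 ± 1030 RPM in *pMGH3::RTL1* pollen, a relative median of -1.92 with 13 of 15 past the threshold, and stood at 41870 ± 5309 RPM in *pLAT52::RTL1* pollen (relative median -0.03). The median of *ATGP2* in *pLAT52::RTL1* pollen not set against all loci was 0.14, and turned to -0.54 when scaled to the microRNA genes, to -0.08 with the summed signal and to -0.13 with that sum freed of rRNA, tRNA, snRNA and snoRNA. The single TE gene assigned to *ATCOPIA36* went from 454 ± 46.5 RPM in WT Col-0 to 104 ± 45.1 RPM in *pMGH3::RTL1* and 760 ± 225 RPM in *pLAT52::RTL1* pollen. *VANDAL6* (13 TE genes) changed by -0.36 in *pLAT52::RTL1* and by -0.22 in *pMGH3::RTL1* pollen relative to all loci. Without the filter on low values the relative medians of *ATGP1*, *ATHILA4*, *ATLANTYS2* and *VANDAL6* in *pMGH3::RTL1* pollen turned to 0.03, 0.03, 0.08 and 0.01. No TE gene was assigned to *ATGP2N*, which the paper, like *ATGP2*, finds poorly represented among hypomethylated regions.

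**Figure D1:**
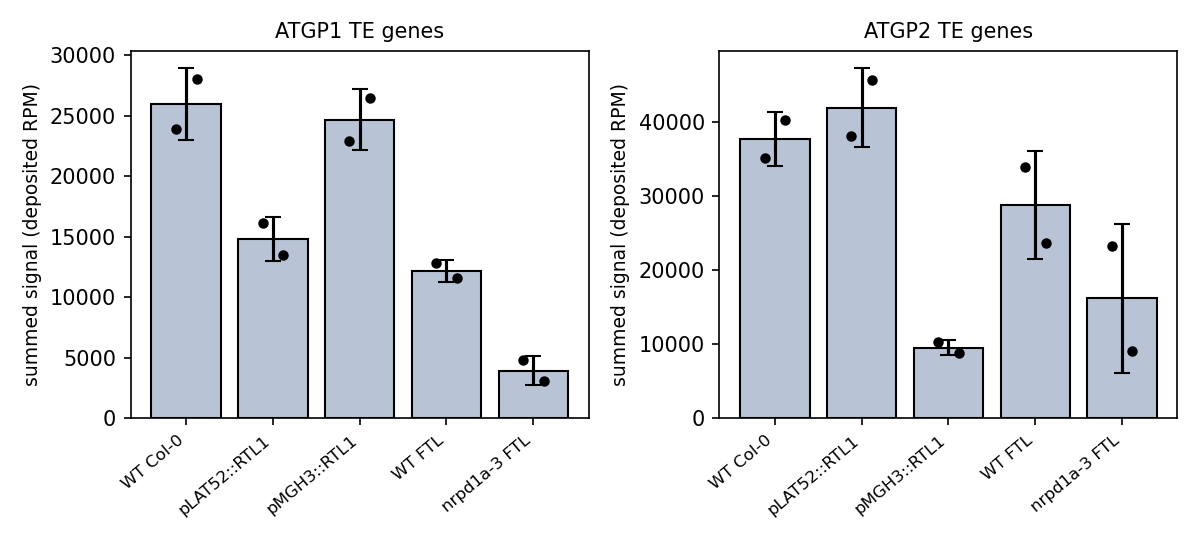
Summed signal (RPM) of the TE genes assigned to ATGP1 and ATGP2 in each genotype. Bars are means, error bars are SD (n = 2) and dots are libraries, with ATGP1 lowest among the Col-0 and RTL1 genotypes in pLAT52::RTL1 pollen (14810 RPM) and ATGP2 in pMGH3::RTL1 pollen (9504 RPM).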

Depletion of 24-nt siRNAs in *pMGH3::RTL1* pollen was particularly surprising, given that downstream RdDM components are not expressed in sperm cells^12,25^. 

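At the 62 TE genes reduced in *pMGH3::RTL1* pollen, 24-nt RNAs fell from 42160 ± 6543 RPM (SD, n = 2) in WT Col-0 to 11730 ± 1365 RPM, a log2 ratio of -1.85, and 21-nt and 22-nt RNAs fell by a similar -1.81. In *pLAT52::RTL1* pollen the 24-nt signal of the same TE genes was 55800 ± 4717 RPM. At the 54 genes of the paper's *pMGH3::RTL1* list, the 24-nt signal fell from 7747 ± 1147 RPM to 2229 ± 174 RPM. Over all TE genes, 24-nt RNAs amounted to 223000 ± 48010 RPM in WT Col-0, 239200 ± 10610 RPM in *pLAT52::RTL1* and 180700 ± 2391 RPM in *pMGH3::RTL1* pollen. The difference between *pMGH3::RTL1* pollen and WT Col-0 there was smaller than the spread between the WT Col-0 libraries, at 257000 and 189100 RPM.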

To confirm that these siRNAs are indeed produced within the canonical RdDM pathway during pollen development, we took advantage of a Fluorescence Tagged Line (FTL1230)^26^ carrying a pollen-expressed DsRed transgene genetically linked to *NRPD1a* (largest subunit of Pol IV) (Supplementary Fig. 4a). This FTL line was crossed with the *nrpd1a-3* mutant to obtain double heterozygous FTL1230/+;*nrpd1a-3/+* plants, which allowed purification of segregating wild-type (DsRed positive, WT^FTL^) and mutant (DsRed negative, *nrpd1a-3* ^FTL^) pollen by fluorescence-activated cell sorting (FACS) (Supplementary Fig. 4b, c). This experiment showed that most TEs within the LTR/Gypsy superfamily lost siRNA in *nrpd1a-3*^FTL^ pollen, including the *ATGP1* and *ATGP2N* families that were the most affected in *pLAT52::RTL1* and *pMGH3::RTL1* pollen, respectively (Fig. 2c, d and Supplementary Fig. 4d). These results demonstrate that the multiple TE-derived siRNA subsets depleted in *pLAT52::RTL1* and *pMGH3::RTL1* pollen are at least partially dependent on the gametophytic activity of Pol IV, which is the main pathway for siRNA biogenesis in Arabidopsis pollen^15,27,28^.

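Sorted WT FTL and *nrpd1a-3* FTL pollen was sequenced in 2 libraries each and processed by the authors as above. DsRed-positive grains carry the wild-type *NRPD1a* allele linked to the transgene and DsRed-negative grains the mutant allele, and both were sorted simultaneously from heterozygous plants. Between 4296912 and 10195571 hit-weighted reads per library were listed on genes, and a read counted for 0.667 to 1.21 RPM. The mapping rates that the paper reports were 93.3% and 34.4% for WT FTL and 92.3% and 80.5% for *nrpd1a-3* FTL pollen. The limma fit of these 4 libraries covered 7334 loci. *NRPD1A* (AT1G63020) was below its filter, with 5.14 ± 2.16 RPM (SD, n = 2) in WT FTL and 8.89 ± 5.94 RPM in *nrpd1a-3* FTL pollen, and AT1G63030 next to the transgene was listed at 3.34 and 0 RPM in WT FTL and at 0 RPM in both *nrpd1a-3* FTL libraries. Of *MIR845a* (AT4G23387), named after its values were seen, the libraries held 429800 and 79040 RPM in WT FTL and 252100 and 56470 RPM in *nrpd1a-3* FTL pollen, so that replicates of a genotype differed more than the genotypes did.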

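In *nrpd1a-3* FTL pollen, 1589 of the 7334 loci were reduced and 5 were raised, and 1344 of the reduced loci were TE genes (84.6%, against 36.9% of the loci tested). With the replicate number as a block, 3532 loci were reduced, 2574 of them TE genes, and 684 were raised. No reduced locus was called without the filter on low values, without a trend of the variance, with a pseudocount of 0.1, with 21-nt and 22-nt or 23-nt and 24-nt RNAs alone, or after scaling to the median ratio of the tested loci, and these fits had between 473 and 9364 loci reduced at an unadjusted p under the threshold. The median of all loci was -0.97, and 3007 loci were reduced at an unadjusted p under the threshold in the fit as reported. All scalings kept the TE genes lower. Their median log2 change was -2.25, with 2682 of 2707 lower, and ran from -2.73 with the summed signal to -1.12 with the median ratio, which moved the median of all loci by 1.14. Of the 695 tested LTR/Gypsy TE genes, 689 were lower and 433 were reduced past the threshold, with a median of -2.34, and within the same-numbered pairs the median was -1.96 and -2.66. *ATGP1* fell from 12190 ± 905 RPM (SD, n = 2) in WT FTL to 3943 ± 1176 RPM in *nrpd1a-3* FTL pollen (median log2 change -1.73, and -0.76 relative to all loci). All 62 tested *ATGP1* TE genes were lower and 11 passed the threshold. *ATGP2* went from 28790 ± 7259 RPM to 16170 ± 10020 RPM, and all 15 TE genes were lower, with 6 past the threshold. Its relative median was -0.20 and turned to 0.20 without *nrpd1a-3* FTL replicate 2. Relative values take off the median of all loci, -0.97, which itself includes the loss at TE genes. The *ATGP2* median of -1.17 not set against all loci turned to 0.04 after scaling to the median ratio. Summed 24-nt RNAs of all TE genes fell from 141500 ± 28260 RPM to 50140 ± 5698 RPM, while 21-nt RNAs stood at 68050 ± 13320 RPM and 68160 ± 16070 RPM. This sum does not describe most TE genes, since 722 of the 740 tested at 21 and 22 nt were lower, with a median log2 change of -1.90, and *ATLANTYS1* and *ATHILA4B_LTR* alone held on average 36.2% and 34.8% of the TE-gene signal of all lengths in the *nrpd1a-3* FTL libraries. These libraries differed, with *ATLANTYS1* at 51400 and 125200 RPM and *ATHILA4B_LTR* at 185700 and 37610 RPM. All TE genes held 356357 and 215795 RPM in them.

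**Figure D2:**
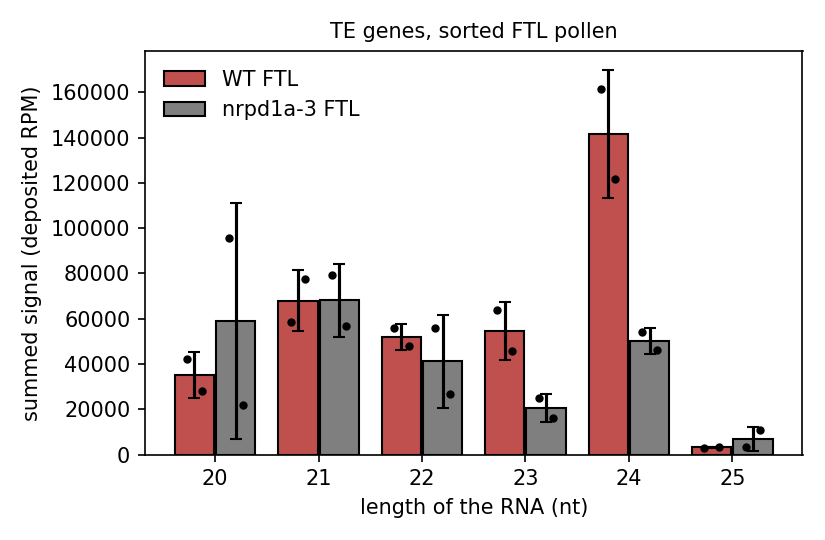
Summed signal (RPM) of TE genes in sorted pollen by RNA length (nt). Bars are means, error bars are SD (n = 2) and dots are libraries, and the *nrpd1a-3* FTL libraries lie below the WT FTL libraries at 23 and 24 nt.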

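The genes that the paper lists as reduced were tested in the sorted pollen, which played no part in their choice. Of the *pMGH3::RTL1* list, 53 genes were tested in *nrpd1a-3* FTL pollen, 51 were lower, 31 passed the threshold over all loci and 33 adjusted over the list alone, with a median log2 change of -2.29 and of -1.32 relative to all loci. Of the *pLAT52::RTL1* list, 76 genes were tested, 50 were lower, 5 passed the threshold and 1 adjusted over the list alone, with a median of -0.24 that is 0.73 above that of all loci. Against the other loci, a camera set test with a preset correlation of 0.01 gave p = 9.43e-06 for a fall of the *pMGH3::RTL1* list and p = 0.0370 for a rise of the *pLAT52::RTL1* list. The median of the *pLAT52::RTL1* list depended on single libraries, at -1.04 without *nrpd1a-3* FTL replicate 1 and 0.46 without *nrpd1a-3* FTL replicate 2. Under fry, a rotation test that allows for correlation between genes, the lists gave p = 0.0793 and 0.571, and the *pMGH3::RTL1* list passed the threshold as a fall under all 4 scalings (p = 0.0104 to 0.0445), with 23-nt and 24-nt RNAs (p = 0.0242) and with all 10 libraries (p = 0.00225), while the *pLAT52::RTL1* list passed as a rise with the median ratio (p = 0.00690) and as a fall with 23-nt and 24-nt RNAs (p = 0.0297). With an estimated correlation in camera neither list passed (p = 0.396 and 0.642). A replicate block called 17 genes of the *pLAT52::RTL1* list reduced and 11 raised. Among the 111 loci reduced in *pMGH3::RTL1* pollen, 104 were tested and 71 were reduced in *nrpd1a-3* FTL pollen, with a median of -2.99. For the 18 loci reduced in *pLAT52::RTL1* pollen, 17 were tested, none was past the threshold, where 3007 of all loci were reduced at an unadjusted p, and the median of -0.22 became -1.16 without *nrpd1a-3* FTL replicate 1 and 0.60 without *nrpd1a-3* FTL replicate 2. The 62 TE genes reduced in *pMGH3::RTL1* pollen were all lower, and 46 passed the threshold. At the 54 genes, 24-nt RNAs changed by -2.13 on the log2 scale, and at the 77 genes 21-nt and 22-nt RNAs changed by 0.15. From the loss of TE-derived siRNAs in mutant grains of heterozygous plants, the paper concludes that the TE siRNA subsets depleted by both constructs depend at least in part on Pol IV acting in the gametophyte.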

**Fig. 2:**
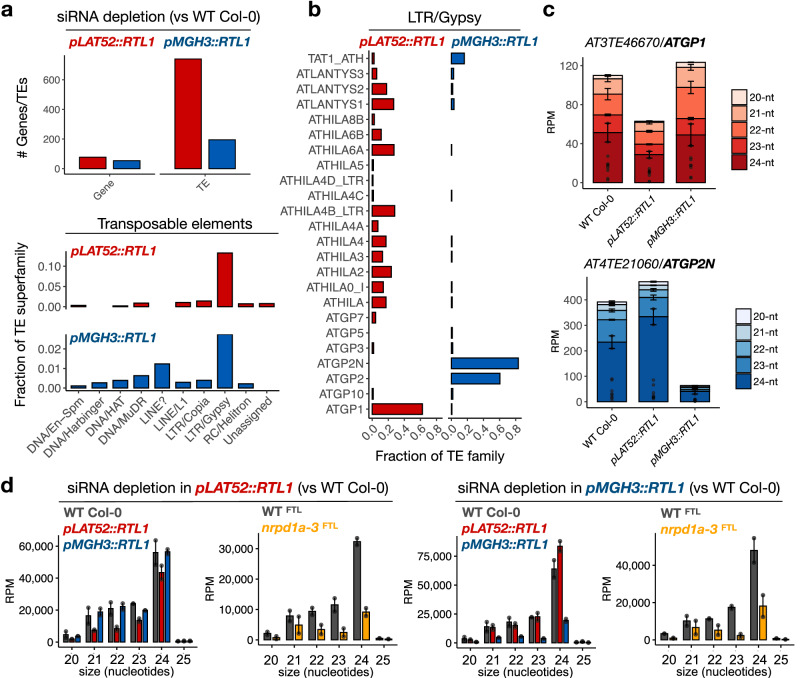
TE-derived siRNAs are differentially expressed in the sperm and vegetative cell lineages via Pol IV. **a** Comparative small RNA analysis between transgenic and WT Col-0 pollen shows that siRNA depletion in *pLAT52::RTL1* and *pMGH3::RTL1* pollen occurs primarily at TEs. Among all TEs annotated in the Arabidopsis TAIR10 genome, the LTR/Gypsy superfamily was found over-represented in the lists of differentially expressed siRNA loci. **b** Different members of the LTR/Gypsy superfamily showed significantly reduced siRNA levels in *pLAT52::RTL1* or *pMGH3::RTL1* pollen. The bar plots show the fraction of TE superfamilies in the two datasets. **c** Many retrotransposons from the *ATGP1* family lost siRNAs specifically in *pLAT52::RTL1* pollen, while *ATGP2* and *ATGP2N* lost siRNAs specifically in *pMGH3::RTL1* pollen. The bar plots show the fraction of TE families in the two datasets. **d** siRNAs depleted in *pLAT52::RTL1* or *pMGH3::RTL1* pollen are dependent on Pol IV activity. Dots and bars represent expression level of individual replicates and mean values (*n* = 2), respectively, error bars represent the standard error, and RPM is reads per million. Source data are provided as a Source Data file.

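Among the 62 TE genes reduced in *pMGH3::RTL1* pollen, 23 had an assigned family, and 21 of these were LTR/Gypsy (91.3%, against 64.5% of the 1189 tested TE genes with a family). This share depended on the scaling. It fell to 62.5% with the summed signal, 67.2% with the microRNA genes and 56.9% with the summed signal without rRNA, tRNA, snRNA and snoRNA, where more loci were reduced. These values are close to or below the share tested. With the median ratio it was 88.9%. None of the 3 TE genes reduced in *pLAT52::RTL1* pollen had an assigned family, but other settings called more, and LTR/Gypsy then made up 31 of 35 with 21-nt and 22-nt RNAs (88.6%), 24 of 25 without structural RNAs in the scaling sum (96.0%) and 78.2% with the microRNA genes. The LTR/Gypsy TE genes as a group had a median log2 change of -0.44 in *pLAT52::RTL1* pollen, with 670 of 767 lower, and of -0.10 in *pMGH3::RTL1* pollen, with 550 lower. At 21 and 22 nt, where 609 were tested, the medians were -0.99 with 600 lower and 0.11 with 209 lower.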

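By length, the *ATGP1* TE genes lost more 21-nt and 22-nt than 24-nt RNAs in *pLAT52::RTL1* pollen. Their signal of 21 and 22 nt was 8180 ± 2944 RPM (SD, n = 2) in WT Col-0 and 3639 ± 329 RPM in *pLAT52::RTL1* pollen, and their 24-nt signal was 11290 ± 1493 RPM and 8030 ± 1141 RPM. The same signals in *pMGH3::RTL1* pollen were 8428 ± 1577 RPM and 11300 ± 956 RPM. The *ATGP2* TE genes fell in *pMGH3::RTL1* pollen from 11920 ± 4618 RPM to 2852 ± 13.8 RPM at 21 and 22 nt and from 18180 ± 2153 RPM to 5431 ± 830 RPM at 24 nt. In the sorted pollen, 24-nt RNAs at *ATGP1* went from 6163 ± 250.0 RPM in WT FTL to 1929 ± 18.5 RPM in *nrpd1a-3* FTL pollen.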

### RTL1 expression impacts the pollen epigenome

RTL1-mediated suppression of siRNA biogenesis specifically in pollen provided an opportunity to investigate the role of gametophytic siRNAs in germline reprogramming and epigenetic inheritance. Therefore, we profiled DNA methylation in *pLAT52::RTL1* and *pMGH3::RTL1* pollen and seedlings by whole-genome bisulfite sequencing (WGBS), which was compared to WT Col-0, FACS-purified WT^FTL^ and *nrpd1a-3*^FTL^ pollen, as well as *nrpd1a* and *p35S::RTL1* seedlings as controls (Supplemental Data 5). The analysis of differentially methylated regions (DMRs) in *pLAT52::RTL1* and *pMGH3::RTL1* pollen detected 2965 and 1552 hypomethylated DMRs in the CHH context, respectively (Fig. 3a), which mapped mainly to TEs and intergenic regions that were similarly hypomethylated in *nrpd1a-3*^FTL^ pollen (Fig. 3b, Supplementary Fig. 6a, and Supplementary Data 2). Combined, the methylomes of *pLAT52::RTL1* and *pMGH3::RTL1* pollen resembled that of *nrpd1a-3*^FTL^ to a large extent (Fig. 3b and Supplementary Fig. 5), although differences were expected given that RTL1 targets all siRNA types^21^. In contrast, the methylomes of *pLAT52::RTL1* and *pMGH3::RTL1* seedlings showed only a small number of hypo- and hypermethylated CHH DMRs as compared to *p35S::RTL1* and *nrpd1a* seedlings (Supplementary Figs. 6a and 7), suggesting that the loss of pollen siRNAs has a limited impact on RdDM activity in the sporophyte. Importantly, the striking differences in siRNA depletion between *pLAT52::RTL1* and *pMGH3::RTL1* pollen were not reflected in their methylomes, as we found a significant overlap between hypomethylated regions in the two datasets (Fig. 3b and Supplementary Fig. 6b, c). This could be partially explained by the poor representation *ATGP2* and *ATGP2N* families in the list of hypomethylated DMRs (Supplementary Fig. 6c), while these two families represent the vast majority of TEs that lost siRNA in *pMGH3::RTL1* and *nrpd1a-3*^FTL^ pollen (Fig. 2b and Supplementary Fig. 4d). This result suggests that *ATGP2* and *ATGP2N* siRNAs are not actively involved in RdDM in pollen. Indeed, transcriptome analysis by mRNA sequencing showed that TEs remained transcriptionally repressed in *pMGH3::RTL1* pollen, as only six genes (including *RTL1*) were significantly deregulated (Supplementary Fig. 8 and Supplementary Data 3). In contrast, the transcriptome of *pLAT52::RTL1* pollen showed 718 up-regulated and 855 down-regulated genes and TEs (Supplementary Fig. 8 and Supplementary Data 3), including retrotransposons from the *ATHILA4A*, *ATHILA4*, and *ATGP1* families that were equally up-regulated in *nrpd1a-3*^FTL^ mutant pollen (Fig. 3c, d). These analyses demonstrate that *RTL1* expression driven by the LAT52 promoter strongly impairs epigenetic silencing during pollen development, but has a limited impact on RdDM activity in the next generation.

**Fig. 3:**
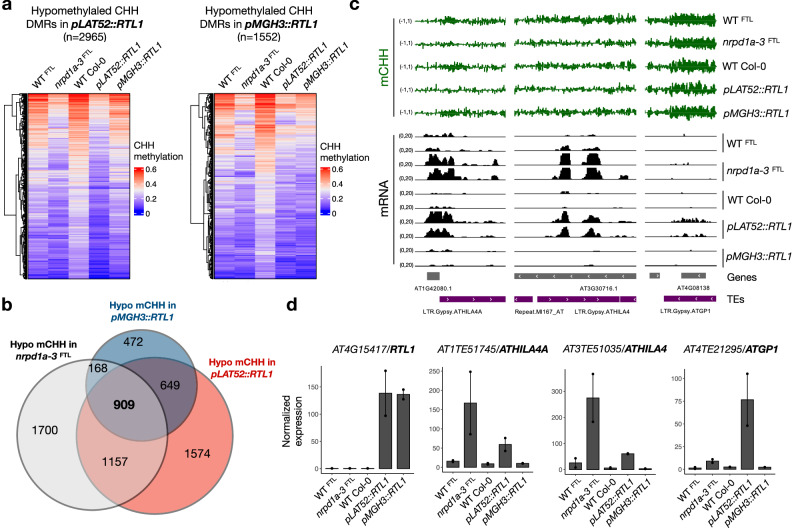
RTL1-mediated suppression of siRNA biogenesis impacts the pollen epigenome. **a** Heatmap and boxplot representation of CHH methylation levels at hypomethylated DMRs in *pLAT52::RTL1* and *pMGH3::RTL1* pollen (as compared to WT Col-0) shows overlap with reduced CHH levels in *nrpd1a-3* ^FTL^ pollen. **b** Venn diagram shows the overlaps between hypomethylated regions in CHH context in *nrpd1a-3*^FTL^, *pLAT52::RTL1* and *pMGH3::RTL1* pollen. The statistical significance of each overlap was calculated using the R package SuperExactTest^48^. **c** Genome browser tracks show CHH methylation (green) and RNA sequencing (black) datasets at selected loci. Partial CHH hypomethylation is observed specifically in *nrpd1a-3*^FTL^ and *pLAT52::RTL1* pollen, leading to the transcriptional activation of retrotransposons. **d** RNA sequencing confirmed *RTL1* expression in both *pLAT52::RTL1* and *pMGH3::RTL1* pollen, but up-regulation of LTR/Gypsy retroelements from the *ATHILA4A*, *ATHILA4* and *ATGP1* families occurs only in *pLAT52::RTL1* and *nrpd1a-3*^FTL^ pollen. Dots and bars represent expression level of individual replicates and mean values (*n* = 2), respectively, error bars represent the standard error, and normalized expression values were calculated by DESeq2 using the median of ratios method. Source data are provided as a Source Data file and in Supplementary Data 2.

### RTL1 expression in pollen impacts triploid seed viability

Previous studies have shown that the paternal RdDM pathway triggers interploidy hybridization barriers in the seed, which is known as the “triploid block” response^15,27,29,30^. Therefore, to test if RTL1-mediated suppression of pollen siRNAs also allows bypassing the triploid block, we introduced *pLAT52::RTL1* and *pMGH3::RTL1* transgenes into the *jas-3* mutant (Col-0 background) that produces 30 to 40% of unreduced diploid pollen and triploid seeds that collapse at high frequencies^31,32^. Strikingly, a significant decrease in triploid seed collapse was observed in three independent *jas-3*;*pLAT52::RTL1* lines over five consecutive generations, while there was no significant effect in *jas-3*;*pMGH3::RTL1* plants (Fig. 4a, b and Supplementary Fig. 9a). Importantly, the lower levels of triploid seed collapse in *jas-3*;*pLAT52::RTL1* plants resembled the *jas-3*;*nrpd1a-3* double mutant (Fig. 4b), suggesting that the suppressive effect is caused by the loss of Pol IV-dependent siRNAs that have been previously implicated in the triploid block response^27,29,30^. However, we cannot discard the possibility that other siRNA types are also involved, or that the suppressive effect mediated by *RTL1* expression in pollen is not associated to siRNA activity. Importantly, increased viability of triploid seeds in *jas-3*;*pLAT52::RTL1* lines coincided with down-regulation of the paternally expressed imprinted gene *PHERES1* (*PHE1*) in developing siliques, which is an essential regulator of genomic imprinting and triploid seed lethality in Arabidopsis^33^ (Supplementary Fig. 9b). This demonstrates that *RTL1* expression during pollen development impacts imprinted gene expression in interploid hybrid seeds with paternal excess, thus mimicking strong epigenetic suppressors of the triploid block^27,34,35^.

**Fig. 4:**
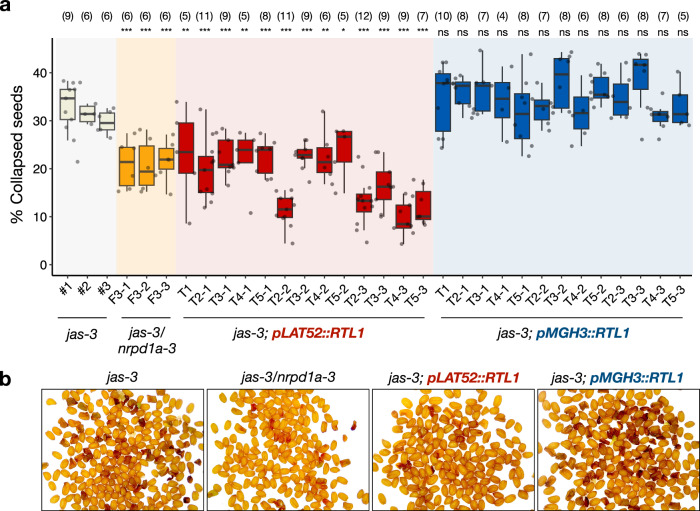
The triploid block is bypassed only when RTL1 is preferentially expressed in the vegetative cell. **a** The triploid block response in *jas-3* mutants is quantified by counting the number of collapsed seeds in six siliques of selfed plants, which reflects the amount of diploid pollen produced in this mutant background (30 to 40%). Seed abortion is significantly reduced in *jas-3/nrpd1a-3* double mutant plants in the F_3_ generation, and also across five consecutive generations of three independent *jas-3*;*pLAT52::RTL1* lines, while *jas-3*;*pMGH3::RTL1* remains similar to *jas-3* controls. Numbers above each box represent the number of individual plants used for each genotype, and their levels of triploid seed collapse is represented by the dots on top of each box. Boxes represent the interquartile range (IQR) showing the lower (Q1) and upper (Q3) quartiles surrounding the median (central line), and whiskers represent the minimum (Q1 –1.5*IQR) and maximum (Q3 + 1.5*IQR) values. Statistically significant differences in the percentage of collapsed seeds were calculated by ANOVA with a post hoc Dunnett test, using *jas-3* as the reference group (ns is not significant, * is *P* < 0.05, ** is *P* < 0.01, *** is *P* < 0.001). Source data are provided as a Source Data file. **b** Representative images of seeds show lower levels of seed abortion in suppressor lines *jas-3/nrpd1a-3* and *jas-3*;*pLAT52::RTL1*, in comparison with a non-suppressor line *jas-3*;*pMGH3::RTL1* and *jas-3* controls.

## Discussion

We developed a method to suppress siRNA biogenesis in Arabidopsis pollen, based on the ectopic expression of *RTL1* driven by two pollen-specific promoters. Our results provide conclusive evidence that siRNA biogenesis is reinforced during pollen development, including the male germline where RdDM activity is significantly reduced^12,13,25^. Indeed, RTL1 targeted a completely different subset of TE siRNAs when expressed by the germline-specific promoter *MGH3*, perhaps reflecting the distinctive chromatin organization of this cell type^12,13,36–38^. This highlights the importance of having mobile siRNAs produced in germline precursor cells or companion vegetative cells in pollen^14,18–20,23^, and in the female gametophyte^39^, as it may compensate the fact that siRNA biogenesis in the germline is limited to only certain TEs. Our results provide further support to these ideas, as *RTL1* expression driven by the *LAT52* promoter allowed bypassing the triploid block in hybrid seeds, while germline-specific *RTL1* expression did not impact triploid seed lethality. This strongly suggests the existence of mobile siRNAs originated from the late microspore or vegetative nucleus, which must then accumulate in the germline in order to reach the endosperm after fertilization, possibly loaded in some of the many Argonaute (AGO) proteins that are highly abundant in sperm cells^40^. AGO1 and AGO5 are good candidates in this model, as they have been both independently implicated in the triploid block response^16^. This hypothesis would also explain why RTL1 activity in the germline is not able to target siRNAs originated from elsewhere, as mobile siRNAs loaded into AGO proteins may be protected from RTL1 activity. Alternatively, mobile siRNAs accumulated in sperm cells could be modified in a way that prevents targeting by RTL1. Indeed, pollen siRNAs involved the triploid block were recently shown to be heavily modified by pseudouridine, which seems to be an essential feature of mobile siRNAs in both plants and mammals^41^.

The biological significance of active siRNA biogenesis in sperm cells remains unclear, given that hundreds of genes and TEs produce siRNAs that are seemingly not engaged in PTGS and RdDM activity in the male germline. This is particularly puzzling for *ATGP2* and *ATGP2N* siRNAs, which combined represent a large fraction within the most abundant TE-derived siRNAs detected in wild-type Arabidopsis pollen (Supplementary Fig. 3c). 

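Among the families assigned to TE genes, *ATGP2* held 7.43% of the signal on TE genes in WT Col-0 pollen and 2.08% in *pMGH3::RTL1* pollen. Only *ATLANTYS1* held more in WT Col-0, with 11.9% over 38 TE genes, and *ATHILA2* and *ATGP1* followed with 5.93% and 5.13%. Families were assigned to a part of the TE genes through differentially methylated windows, so these shares leave out members that no window covered.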

As downstream components of RdDM are not expressed in sperm cells^12^, one possibility is that sperm-borne siRNAs are sequestered only to participate in RdDM later in germline specification during pollen tube growth, or maybe after fertilization in the early seed. A recent analysis of parental siRNA contributions in the Arabidopsis endosperm supports this idea, as the loss of paternal siRNAs resulted in reduced DNA methylation and significant changes in gene expression^42^. However, our results have shown that *RTL1* expression in pollen had only a minor impact on RdDM activity in the sporophyte (Supplementary Fig. 6), suggesting that siRNA biogenesis in pollen is mostly dispensable for transgenerational epigenetic inheritance. This raises yet another possibility that sperm-borne small RNAs are mainly involved in translational repression, as previously shown with artificial miRNAs^23^. It is tempting to speculate that a subset of germline small RNAs is part of a surveillance mechanism that is primed to act only in situations of epigenetic instability caused by stress or hybridizations that lead to bursts of TE expression and activity. These outstanding questions may now be tested by using RTL1-mediated suppression of sperm siRNAs in different plant species and developmental contexts.

## Methods

### Plant materials, plasmid cloning, and plant transformation

The Arabidopsis mutant lines *jas-3* (SAIL_813_H03) and *nrpd1a-3* (SALK_128428), as well as the fluorescence-tagged line FTL1230^26^ were used in this study, and are all in Col-0 background. Plants were grown in greenhouse long-day conditions (16 h light and 8 h dark). The *pLAT52::RTL1-Myc* and *pMGH3::RTL1-Myc* constructs were generated by PCR amplification of the respective promoters from genomic DNA (primers listed in Supplementary Table 1), and cloned into the *p35S::RTL1-Myc* binary plasmid^21^. The 35S promoter was replaced using *Hind*III and *Xba*I restriction sites, and each plasmid was transformed into Arabidopsis Col-0 and *jas-3* mutants by floral dipping^43^. Transgenic seeds were surface sterilized with 50% bleach followed by 70% ethanol for 2 min, washed with sterile deionized water and sowed on agar plates (0.5X MS medium, 1% sucrose, pH 5.7) supplemented with cefotaxime (250 mg/L, Duchefa) and hygromycin (25 mg/L, Duchefa). Plates were placed in a growth chamber at 23 °C, 70% humidity, 120 μE m^–2^ light with a 16-h light/8-h dark (long days) photoperiod for two weeks, and seedlings were then transferred to soil and grown in greenhouse long-day conditions to complete the life cycle (16 h light and 8 h dark).

### RT-qPCR analysis

Pollen was purified by collecting open flowers into a 50 mL falcon tube, vortexing for 3 min in 20 mL of 100 mM phosphate buffer, and filtering through a 50μm mesh. Pollen was then concentrated by centrifugation (3 min, 5000 RPM), and disrupted by shacking in the presence of glass beads (Sigma) with a Retsch homogenizer. Total RNA was then extracted using the Direct-zol RNA Microprep kit (Zymo) following the manufacturer’s instructions. Developing siliques were collected 7 days after pollination, and total RNA was extracted using the RNeasy Plant Mini Kit (Qiagen) following the manufacturer’s recommendations for seed tissues (RLC buffer). 1 µg of total RNA was then subjected to DNase (Invitrogen) treatment and converted into cDNA using Superscript II RT and random primers (Invitrogen). RT-qPCR was performed on a CFX Connect Real-Time PCR machine (BioRad) using SsoAdvanced Universal SYBR Green Supermix (BioRad). Primers used for RT-qPCR reaction are listed in Supplementary Table 1. *MGH3* and *ACT2* were used as internal controls.

### Fluorescence-activated cell sorting

The FTL1230 line contains a pollen-expressed transgene genetically linked to *NRPD1a* (Supplementary Fig. 6), and is composed of a DsRed marker gene driven by the *LAT52* promoter^26^. This line was crossed with the homozygous mutant *nrpd1a-3*, and the resulting heterozygous *nrpd1a-3/* + F1 plants allowed purification of wild-type (DsRed positive) and mutant *nrpd1a-3* (DsRed negative) pollen by Fluorescence-Activated Cell Sorting (FACS) (Supplementary Fig. 6). Pollen was purified by collecting open flowers into Eppendorf tubes, vortexing in 2 mL of 100-mM sodium phosphate buffer (pH 7) for 3 min, and filtering through a 50 µm nylon mesh (CellTrics, Sysmex). Pollen was purified using a MoFlo Astrios EQ cell sorter (Beckman-Coulter) equipped with a 561 nm laser (200 mW) for DsRed excitation. Pollen populations are characterized by an elevated high angle scatter (SSC) and autofluorescence, which combined with the differences in DsRed signal intensity allowed to sort WT^FTL^ (DsRed +) and *nrpd1a-3*^FTL^ (DsRed -) pollen simultaneously (Supplementary Fig. 4c). Approximately 500,000 pollen grains of each population were used for downstream analysis.

### Small RNA sequencing and analysis

Library construction and sequencing was performed at BGI Genomics (Hong Kong). Single-end 50-nt reads were pre-processed by filtering collapsed reads according to length and quality. Filtered reads were mapped to the Arabidopsis TAIR10 genome with bowtie^44^, reporting all multi-mappers. Only perfect-match reads were used for all downstream analysis. Reads were normalized by dividing non-redundant read counts by the number of genomic hits, and subsequently calculating the number of reads per million of filtered (18–30 nt) and perfectly mapped reads. Differential expression analysis was performed with the R package DESeq2^45^ using an FDR adjusted *p*-value of 0.05. Additional downstream analyses and plots were done with custom R scripts. Graphical outputs were produced using the R package “ggplot2”. A summary of all small-RNA sequencing data generated in this study is presented in Supplementary Data 4.

### Whole-genome bisulfite sequencing and DNA methylation analysis

Genomic DNA was purified from total pollen and two-week-old seedlings, and library preparation and sequencing were performed by BGI Genomics (Hong Kong) as paired-end 100 bp reads using DNBSEQ technology. Pre-processed and high-quality reads were mapped to the TAIR10 genome using bismark with default settings for paired-end libraries^46^, and all figures and downstream analysis were performed using custom R scripts. Graphical outputs were produced using the R package “ggplot2” and “ComplexHeatmap”. Methylome data from *nrpd1a-3* seedlings was already available^47^. DMRs were defined as 100-bp bins containing at least 4, 5, or 6 differentially methylated CGs, CHGs, or CHH and with an absolute methylation difference of at least 0.4, 0.2, or 0.1, respectively. Bins localizing within 200 bp of each other were merged and considered as DMRs. The statistical significance of the observed overlaps between DMRs was calculated using the R package “SuperExactTest”^48^, and the analysis is presented in Supplementary Data 5. A summary of all WGBS sequencing data generated in this study is presented in Supplementary Data 4.

### RNA sequencing and analysis

Sequencing of messenger RNA was performed by BGI Genomics (Hong Kong) as paired-end 100 bp reads using DNBSEQ technology. High-quality raw reads were aligned to the TAIR10 genome using STAR^49^. Normalization and analysis of differential gene expression was performed using the R package DESeq2^45^, with an FDR adjusted *p*-value of 0.05. Graphical outputs were produced using the R packages “ggplot2”, “pheatmap”, and “ComplexHeatmap”. A summary of all RNA sequencing data generated in this study is presented in Supplementary Data 4.

### Triploid block quantification and statistical analysis

The triploid block response in *jas-3* lines was quantified by imaging dry seeds from six siliques under a stereoscopic microscope (Nikon), and counting the number of normal and collapsed seeds. Statistically significant differences in the percentage of collapsed seeds were calculated by one-way analysis of variance (ANOVA) with a post hoc Dunnett test, using the R packages “ggpubr” and “multcomp”. These results are presented in Supplementary Data 5.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

### Source data

Source Data

## Data Availability

All sequencing datasets generated in this study are publicly available in the NCBI’s Gene Expression Omnibus under the accession number GSE231670. Expression profiling of Col-0 pollen nuclei is available in GSE155369. Source data are provided with this paper.

# Supplementary material for: Targeted suppression of siRNA biogenesis in Arabidopsis pollen promotes triploid seed viability
**Source:** Nat Commun. 2024 May 30;15:4612. doi: 10.1038/s41467-024-48950-6
**Supplement:** Supplementary file 1 — Supplementary Information

# **Targeted suppression of siRNA biogenesis in Arabidopsis pollen promotes triploid seed viability**

Kannan Pachamuthu<sup>1,2</sup>, Matthieu Simon<sup>1</sup> and Filipe Borges<sup>1,\*</sup>

## **SUPPLEMENTARY INFORMATION**

**a** Modified pGWB17 (Nakagawa et al. 2007)

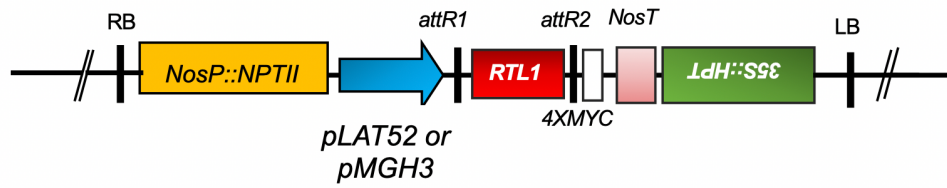

**b**

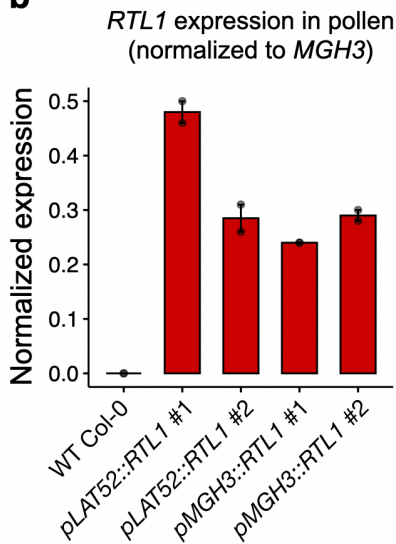

**c**

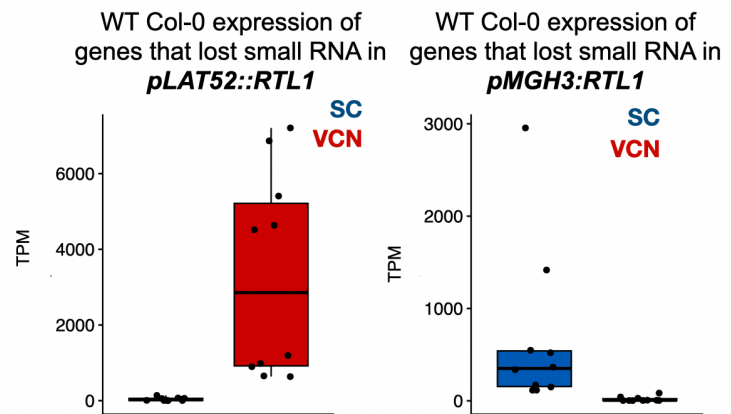

**Supplementary Fig. 1 - Ectopic expression of *RTL1* in pollen.** **a**, A modified version of the pGWB17 plasmid<sup>1</sup> containing the genomic sequence of *RTL1* (*AT4G15417*) was generated by replacing the 35S promoter by the *LAT52* or *MGH3* promoters. **b**, Stable *RTL1* expression in pollen was confirmed by RT-qPCR in two independent transgenic lines that were selected as homozygous for each transgene in the T<sub>3</sub> generation. Dots and bars represent expression level of individual replicates and mean values (n=2), respectively, error bars represent the standard error, and *RTL1* expression was normalized to the levels of the endogenous *MGH3* gene that is specifically expressed in pollen. **c**, Protein-coding genes that lost siRNAs in pLAT52::RTL1 pollen are mainly expressed the vegetative cell nucleus (VCN), while genes that lost siRNAs in pMGH3::RTL1 pollen are expressed in sperm cells (SC), confirming the specificity of our experiment. TPM is transcripts per million, and expression data of pollen nuclei is from Borg et al. (2021)<sup>2</sup>. Boxes represent the interquartile range (IQR) showing the lower (Q1) and upper (Q3) quartiles surrounding the median (central line), and whiskers represent the minimum (Q1 - 1.5\*IQR) and maximum (Q3 + 1.5\*IQR) values. Source data are provided as a Source Data file.

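The genes of Supplementary Fig. 1c, 10 for each construct, were read in the deposited small RNA values. The paper shows them as genes that lost siRNAs in these same libraries, so their direction in the matching construct is no independent evidence. All 10 genes of *pLAT52::RTL1* were lower in *pLAT52::RTL1* pollen than in WT Col-0, with log2 changes from -2.25 to -0.55 and a median of -0.98, and none was past the threshold. In *pMGH3::RTL1* pollen the same genes were all higher, from 0.54 to 1.14. The 10 genes of *pMGH3::RTL1* were all lower in *pMGH3::RTL1* pollen, from -2.07 to -1.17, and 2 of them passed the threshold, while 7 were lower in *pLAT52::RTL1* pollen, from -0.80 to 0.49. Loci with an unadjusted p below the threshold numbered 788 reduced in *pLAT52::RTL1* and 870 reduced in *pMGH3::RTL1* pollen.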

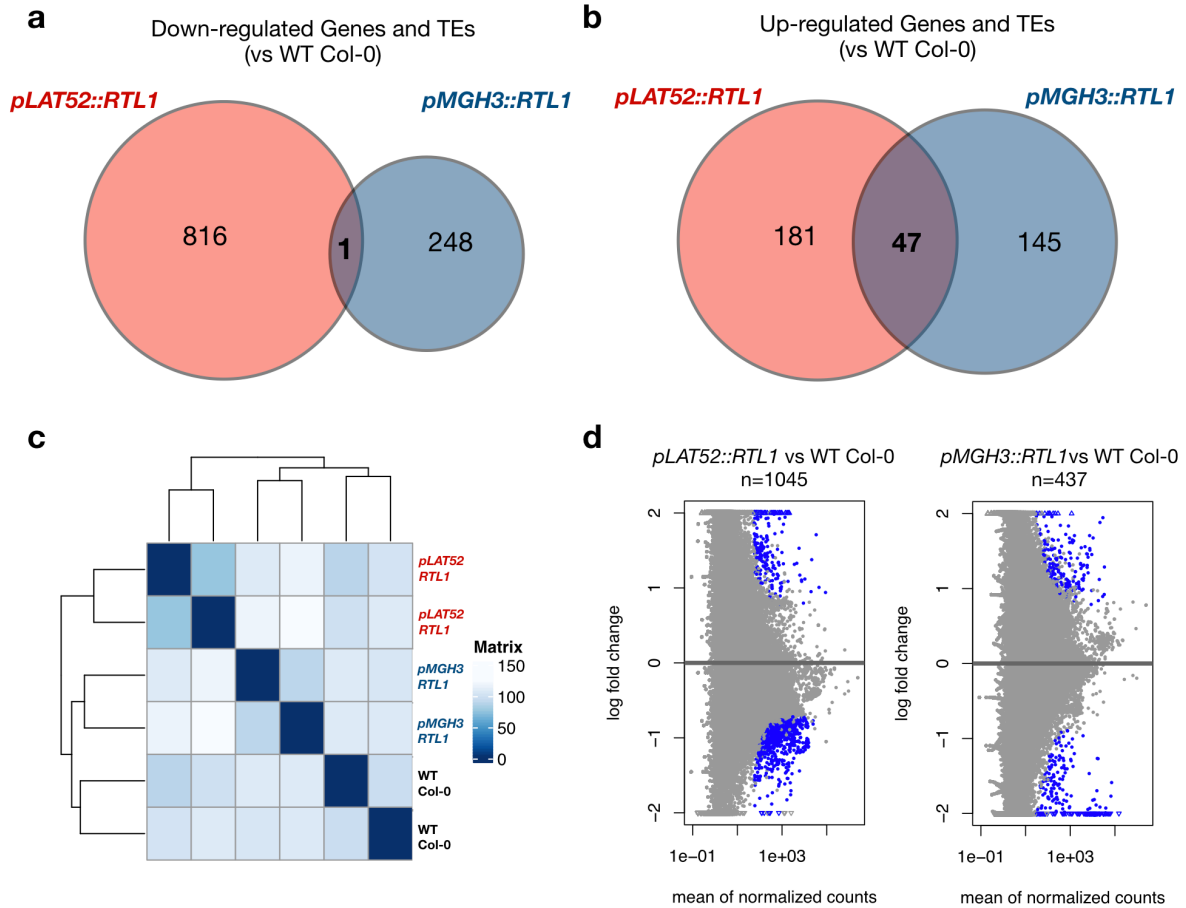

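Supplementary Data 1 lists 817 loci reduced in *pLAT52::RTL1* pollen by the paper's test, 77 of them protein-coding and microRNA genes and 740 TE loci that were not analysed here, and 247 loci reduced in *pMGH3::RTL1* pollen, 54 of them genes and 193 TE loci. The limma fit called 13 protein-coding and microRNA genes reduced in *pLAT52::RTL1* pollen, 11 of which are in the paper's list, and 44 in *pMGH3::RTL1* pollen, of which 32 are. Over all listed genes that were tested, the log2 change had the paper's sign at 273 of 273 genes in *pLAT52::RTL1* and 195 of 195 in *pMGH3::RTL1* pollen, with a Pearson r across genes of 0.994 and 0.992 with the paper's values. These values pool raised and reduced genes. The r was 0.924 and 0.898 within the reduced lists and 0.976 and 0.981 within the raised lists. The locus shared by both reduced lists and by both comparisons of the limma fit is *MIR399f* (AT2G34208), on chromosome 2 from 14444997 to 14445114 of TAIR10.1. It was listed at 1139 ± 30.9 RPM (SD, n = 2) in WT Col-0, 231 ± 3.88 RPM in *pLAT52::RTL1* and 438 ± 130 RPM in *pMGH3::RTL1* pollen, with log2 changes of -2.30 (adjusted p = 0.00835 in limma) and -1.41 (adjusted p = 0.0448), and its call in *pMGH3::RTL1* pollen was lost under 5 alternatives, with adjusted p-values from 5.49e-06 to 0.133. The neighbouring *MIR399d* (AT2G34202) fell from 21.4 ± 2.61 to 2.78 ± 1.77 RPM in *pLAT52::RTL1* pollen. Raised lists of the paper shared 47 loci.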

**Supplementary Fig. 2 - Small RNA sequencing of *pLAT52::RTL1* and *pMGH3::RTL1* pollen.** **a**, Venn diagram shows small overlap between genes and transposable elements (TEs) with significantly reduced siRNA levels in *pLAT52::RTL1* and *pMGH3::RTL1* pollen, as compared to wild-type control (WT Col-0). **b**, Venn diagram shows partial overlap between genes and TEs with up-regulated siRNA levels in *pLAT52::RTL1* and *pMGH3::RTL1* pollen (vs. WT Col-0). The statistical significance of the observed overlap was calculated using the R package SuperExactTest.<sup>3</sup> **c**, Small RNA datasets were transformed using variance-stabilizing transformation (VST) for sample clustering and visualization of sample-to-sample distances, which are represented by the scale gradient. The heatmap of this distance matrix shows an overview of similarities and dissimilarities between all datasets. **d**, MA plots highlight the number of genes and TEs differentially expressed in *pLAT52::RTL1* and *pMGH3::RTL1* pollen as calculated by DESeq2 ( $P < 0.05$ ), which are marked as blue dots. Source data are provided in Supplementary Data 1.

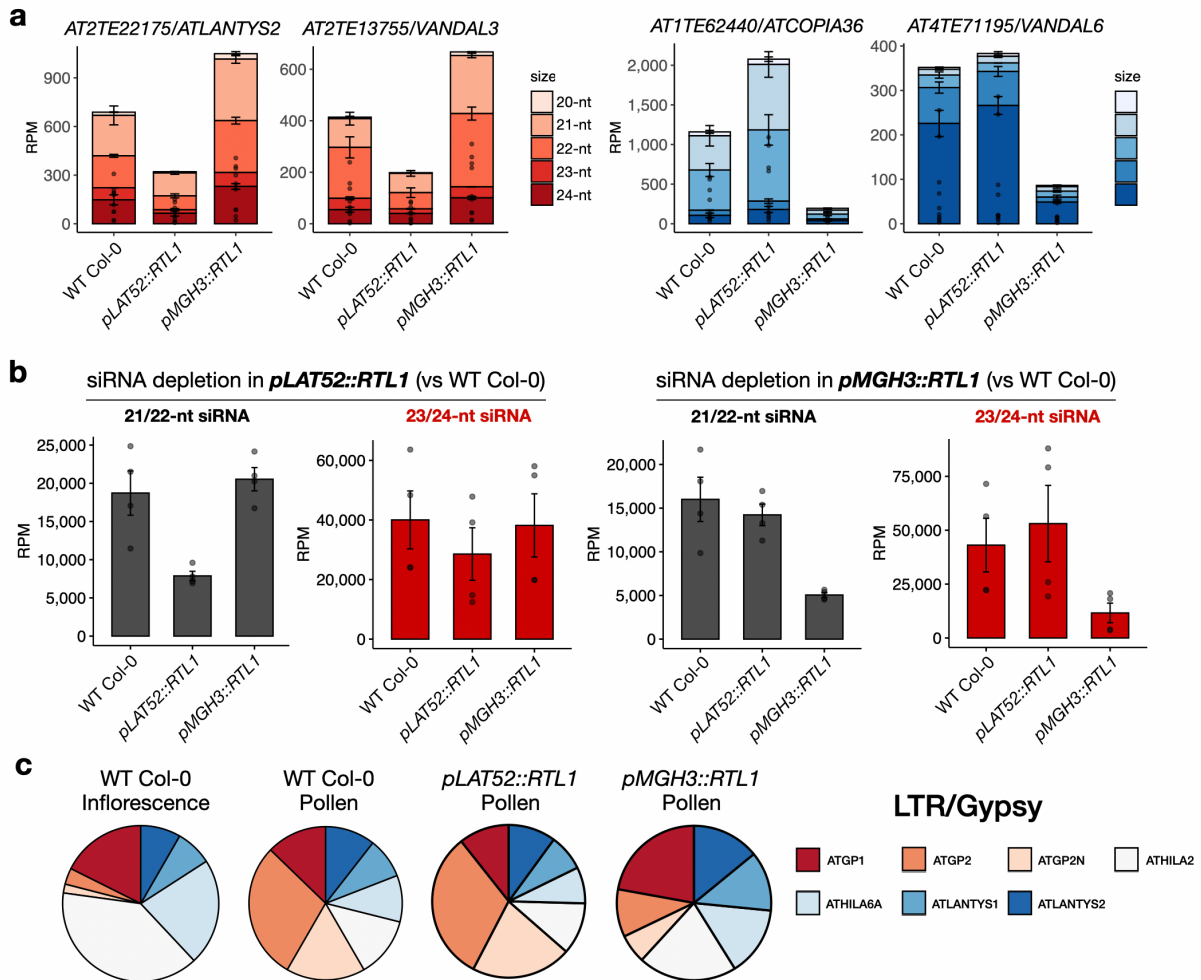

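The largest decreases in *pMGH3::RTL1* pollen were at 3 protein-coding genes. AT5G21125 went from 62.3 ± 0.728 RPM (SD, n = 2) in WT Col-0 to 0.896 ± 0.234 RPM in *pMGH3::RTL1* pollen, where its libraries are near the value of a single read, and stood at 70.3 ± 10.4 RPM in *pLAT52::RTL1* pollen. AT3G32036 went from 24.5 ± 2.46 RPM to 1.26 ± 0.283 RPM in *pMGH3::RTL1* pollen, with 28.2 ± 2.14 RPM in *pLAT52::RTL1* pollen. Its call did not hold under every alternative, where its adjusted p in limma reached 0.105. AT5G23400 was at 12.9 and 10.8 RPM in the WT Col-0 libraries and listed at 0 in both *pMGH3::RTL1* libraries, and its call was lost with a replicate block and with a pseudocount of 0.1. In WT Col-0 pollen, 24-nt RNAs made up 26.1 ± 6.27 RPM of the signal at AT5G21125 and 15.5 ± 3.58 RPM at AT3G32036. In *pMGH3::RTL1* pollen, 24-nt RNAs were listed at 0 at these 3 genes.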

**Supplementary Fig. 3 - Ectopic expression of *RTL1* in pollen suppresses siRNA biogenesis from TEs.** **a**, Examples of individual TEs producing siRNA in WT Col-0 pollen, but showing significantly reduced levels in either *pLAT52::RTL1* or *pMGH3::RTL1* pollen. Error bars represent the standard error, and RPM is reads per million. **b**, Bar plots show the size distribution of siRNAs significantly depleted in *pLAT52::RTL1* and *pMGH3::RTL1* pollen. **c**, Pie charts represent the LTR/Gypsy families showing the highest siRNA levels in WT Col-0 pollen, to illustrate that siRNAs matching to *ATGP2* and *ATGP2N* are enriched in pollen as compared to inflorescence tissue, and depleted specifically in *pMGH3::RTL1* pollen. 

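By RNA length, TE genes as a whole held 51.3% and 37.0% of their signal in 24-nt RNAs in the WT Col-0 libraries, 52.1% and 50.4% in *pLAT52::RTL1* pollen and 39.5% and 39.6% in *pMGH3::RTL1* pollen. At the 62 TE genes reduced in *pMGH3::RTL1* pollen, 24-nt RNAs were 58.2% and 44.0% of the signal in WT Col-0, and 56.8% and 54.2% of what remained in *pMGH3::RTL1* pollen. At the genes of the paper's *pMGH3::RTL1* list, 24-nt RNAs held 47.8% and 35.0% in WT Col-0 and 38.6% and 36.8% in *pMGH3::RTL1* pollen. The genes of the *pLAT52::RTL1* list differed from these, with 61.8% and 59.7% of their signal at 21 and 22 nt in *pLAT52::RTL1* pollen.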

Dots and bars represent expression level of individual replicates and mean values (n=2), respectively, error bars represent the standard error, and RPM is reads per million. Source data are provided as a Source Data file.

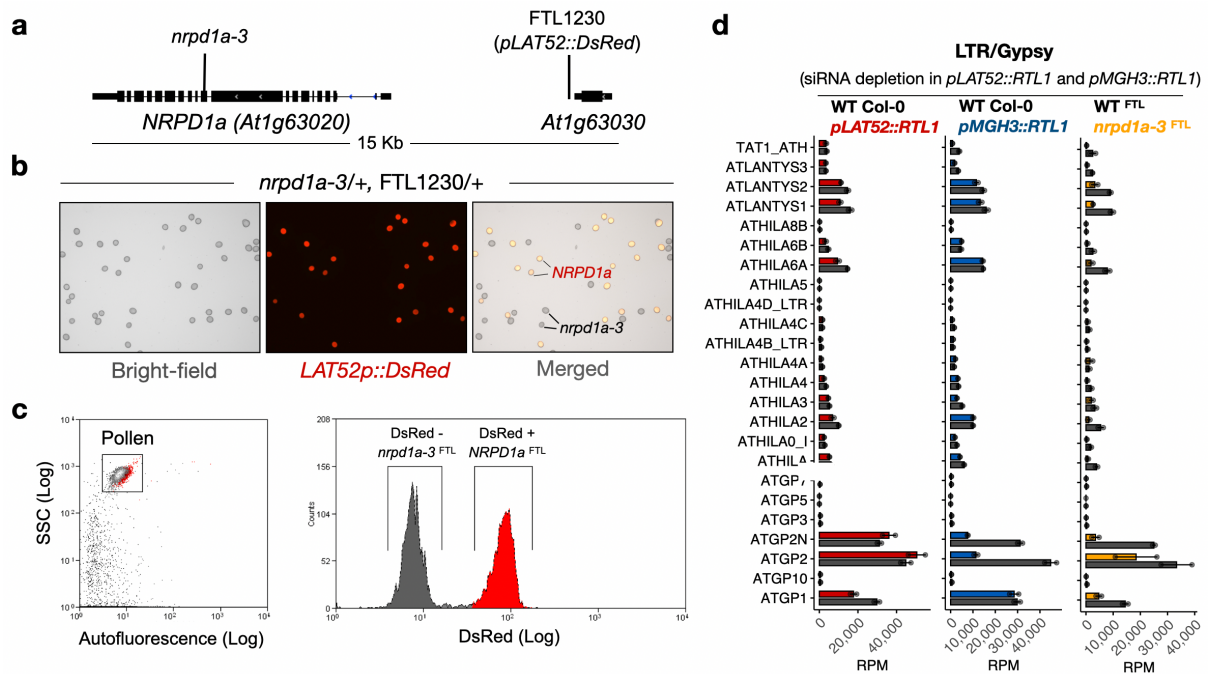

**Supplementary Fig. 4 - FACS-based purification of *nrpd1a* pollen.** **a**, A fluorescence-tagged line (FTL1230) was identified carrying the FTL transgene in close proximity to the *NRPD1a* (AT1G63020) gene that encodes the largest subunit of RNA Polymerase IV (Pol IV). The schematic depicts the localization of the FTL1230 transgene and the *nrpd1a-3* T-DNA mutant allele. **b**, A cross was performed between FTL1230 and *nrpd1a-3* mutant to obtain double heterozygous FTL1230/+, *nrpd1a-3*/+ F<sub>1</sub> plants showing approximately 50% of DsRed positive (DsRed +) pollen representing the WT allele of *NRPD1a* (WT<sup>FTL</sup>), and approximately 50% of DsRed negative (DsRed -) pollen representing the mutant *nrpd1a-3* allele (*nrpd1a-3*<sup>FTL</sup>). **c**, Fluorescence-activated cell sorting (FACS) was used to identify the two pollen populations that were first gated based on the elevated high angle scatter (SSC) and autofluorescence. WT (DsRed +) and mutant (DsRed -) pollen grains were subsequently purified based on their differences in DsRed signal. **d**, Small RNAs mapping to differentially expressed TEs within the LTR/Gypsy superfamily in *pLAT52::RTL1* and *pMGH3::RTL1* pollen are dependent on gametophytic activity of Pol IV. This is shown by the reduced levels in *nrpd1a-3*<sup>FTL</sup> mutant pollen, showing that these siRNAs are produced specifically during pollen development. Dots and bars represent expression level of individual replicates and mean values (n=2), respectively, error bars represent the standard error, and RPM is reads per million. Source data are provided as a Source Data file.

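Families named for the RTL1 constructs were also read in the sorted pollen, relative to the median of all loci tested there. *VANDAL3* changed by -1.39, *ATHILA4* by -1.28, *VANDAL6* by -1.20 and *ATLANTYS2* by -1.19, with 9 of 12, 11 of 24, 10 of 13 and 21 of 28 TE genes past the threshold. The single *ATCOPIA36* TE gene changed by 0.07 relative to all loci (-0.90 before that median is taken off). Genes with the largest decreases past the threshold were AT1G71320, AT2G07760 and the TE gene AT4G37705, each of which is listed at 0 in 1 *nrpd1a-3* FTL library and lost its call with the pseudocount of 0.1 and without the trend of the variance. AT1G71320 had 43.4 and 27.7 RPM in WT FTL and 1.01 and 0 RPM in *nrpd1a-3* FTL pollen. The largest increases were at AT4G13450 (log2 change 2.23, standard error 0.68, adjusted p = 0.0473 in limma), *GRF12* (AT1G26480) and AT2G07755, a tRNA gene.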

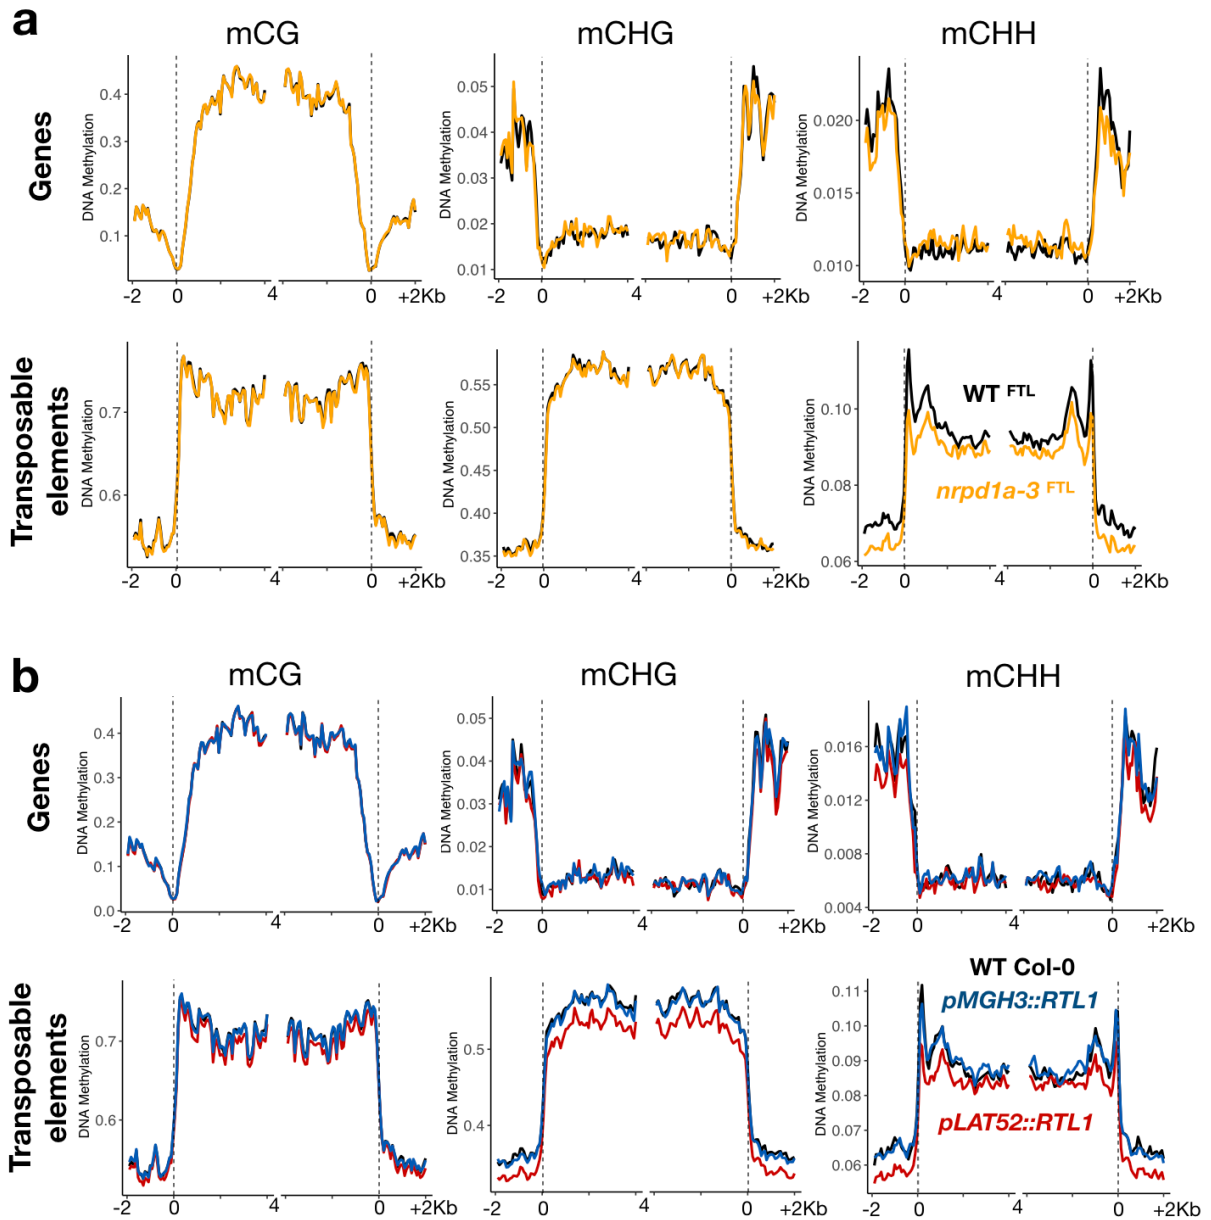

**Supplementary Fig. 5 - Genome-wide DNA methylation levels in *pLAT52::RTL1* and *pMGH3::RTL1* pollen.** **a**, Average CG, CHG, and CHH methylation levels in WT<sup>FTL</sup> and *nrpd1a-3*<sup>FTL</sup> pollen are plotted as 100-bp bins overlapping protein-coding genes or transposable elements annotated in the Arabidopsis TAIR10 reference genome, and aligned at the 5' and 3' ends (dashed lines). **b**, Average CG, CHG and CHH methylation levels at genes and TEs are also plotted for WT Col-0, *pLAT52::RTL1* and *pMGH3::RTL1* pollen, showing a reduction in non-CG methylation in *pLAT52::RTL1*. Source data are provided as a Source Data file.

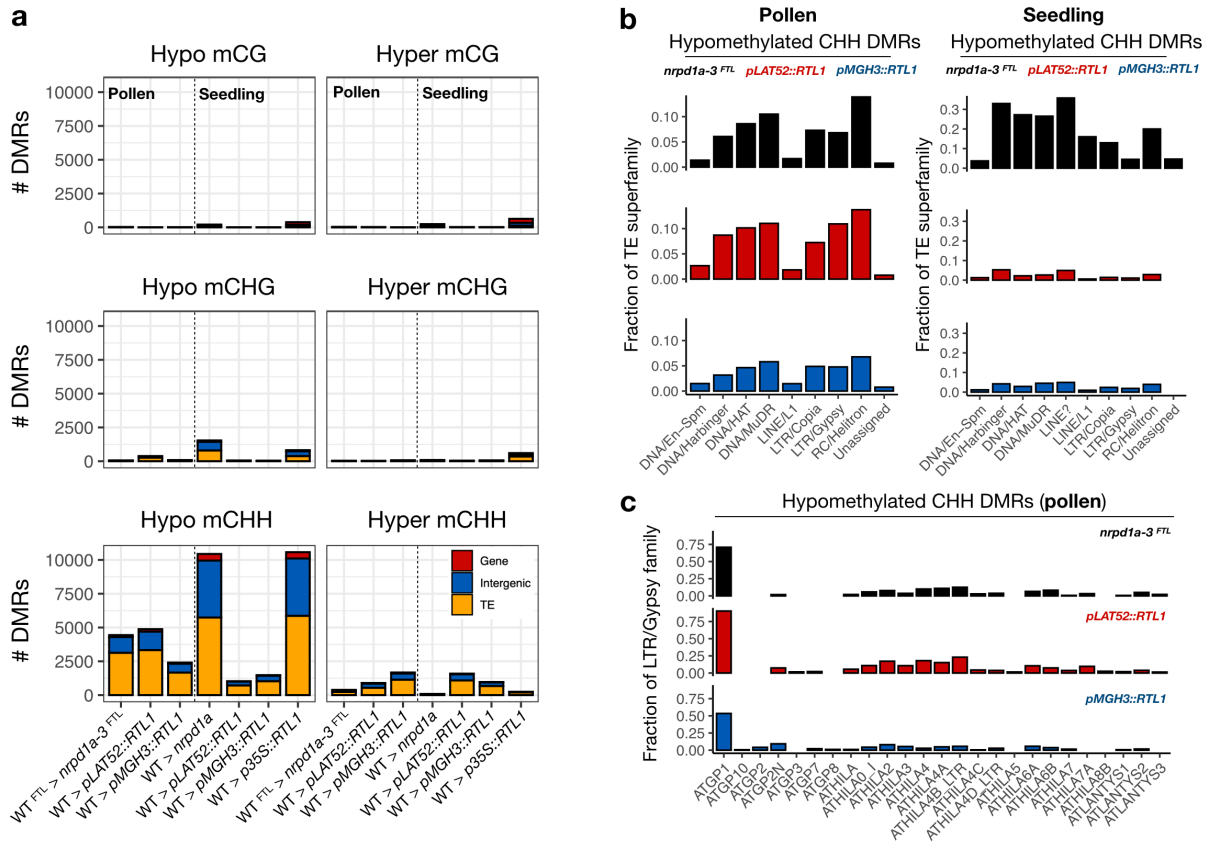

**Supplementary Fig. 6 - Differentially methylated regions in *pLAT52::RTL1* and *pMGH3::RTL1* pollen and seedlings.** **a**, Differentially methylated regions (DMRs) in *pLAT52::RTL1* and *pMGH3::RTL1* pollen (as compared to WT Col-0) are mainly hypomethylated in the CHH context and overlap with TEs. The number of DMRs detected for *pLAT52::RTL1* is similar to what is observed in *nrpd1a-3<sup>FTL</sup>* pollen. **b**, Bar plots shows the fraction of TE superfamilies overlapping with hypomethylated CHH DMRs in *nrpd1a*, *pLAT52::RTL1* and *pMGH3::RTL1* pollen and seedlings. **c**, Bar plots show the fraction of LTR/Gypsy families overlapping with hypomethylated CHH DMRs in *nrpd1a*, *pLAT52::RTL1* and *pMGH3::RTL1* pollen. Source data are provided in Supplementary Data 2.

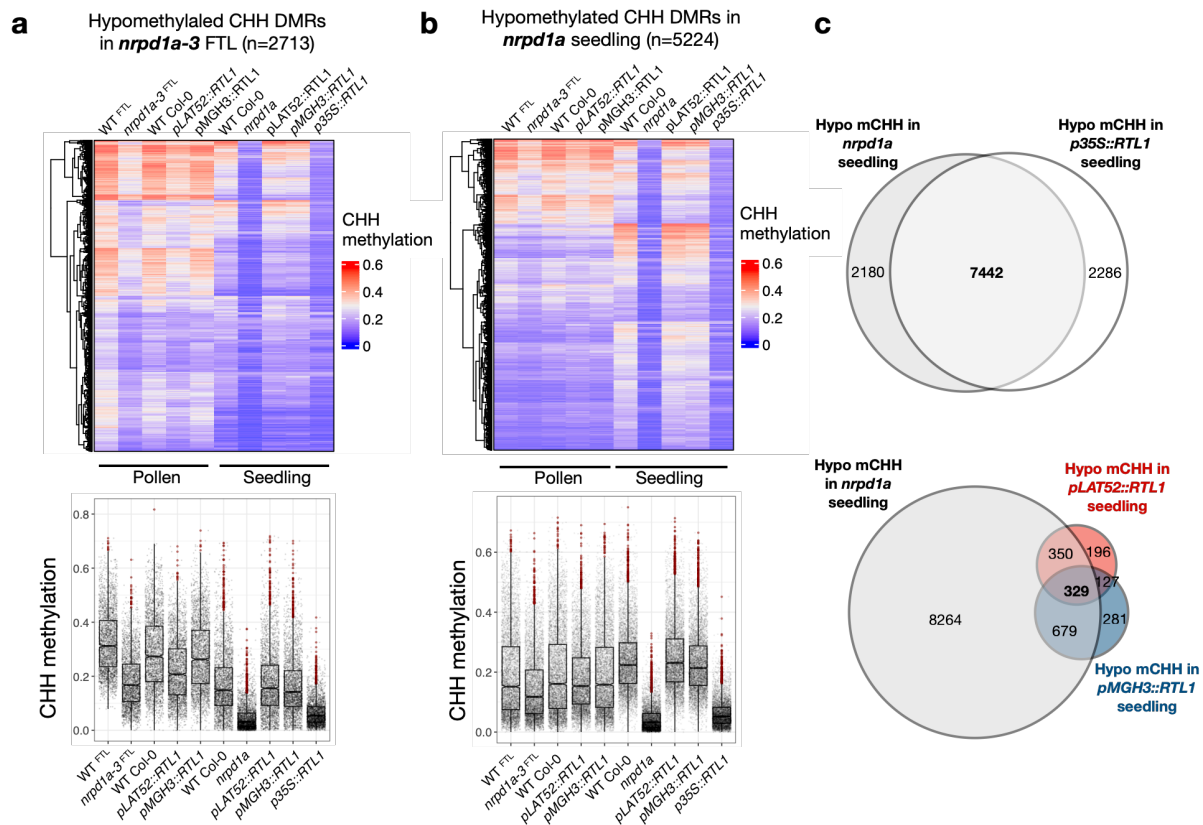

**Supplementary Fig. 7 - CHH methylation levels at hypomethylated DMRs in *nrpd1a* pollen and seedlings.** **a**, Heatmap and boxplot representation of differentially methylation regions (DMRs) in the CHH context between WT<sup>FTL</sup> and *nrpd1a-3<sup>FTL</sup>* pollen shows strong loss of CHH methylation in mutant pollen, which is comparable to what is observed when RTL1 is ectopically expressed in the vegetative cell (*pLAT52::RTL1*). **b**, Heatmap and boxplot representation of differentially methylation regions (DMRs) in the CHH context between WT Col-0 seedlings and *nrpd1a* homozygous mutant shows strong loss of CHH methylation in the mutant, which is comparable to what is observed when RTL1 is constitutively expressed by the 35S promoter (*p35S::RTL1*). Dots represent methylation level at individual DMRs, and boxes represent the interquartile range (IQR) showing the lower (Q1) and upper (Q3) quartiles surrounding the median (central line), and whiskers represent the minimum (Q1 - 1.5\*IQR) and maximum (Q3 + 1.5\*IQR) values. Source data are provided as a Source Data file. **c**, Venn diagrams show the overlaps between hypomethylated regions in CHH context in *nrpd1a*, *p35S::RTL1*, *pLAT52::RTL1* and *pMGH3::RTL1* seedlings. The statistical significance of the observed overlaps was calculated using the R package SuperExactTest<sup>3</sup>. Source data are provided in Supplementary Data 2.

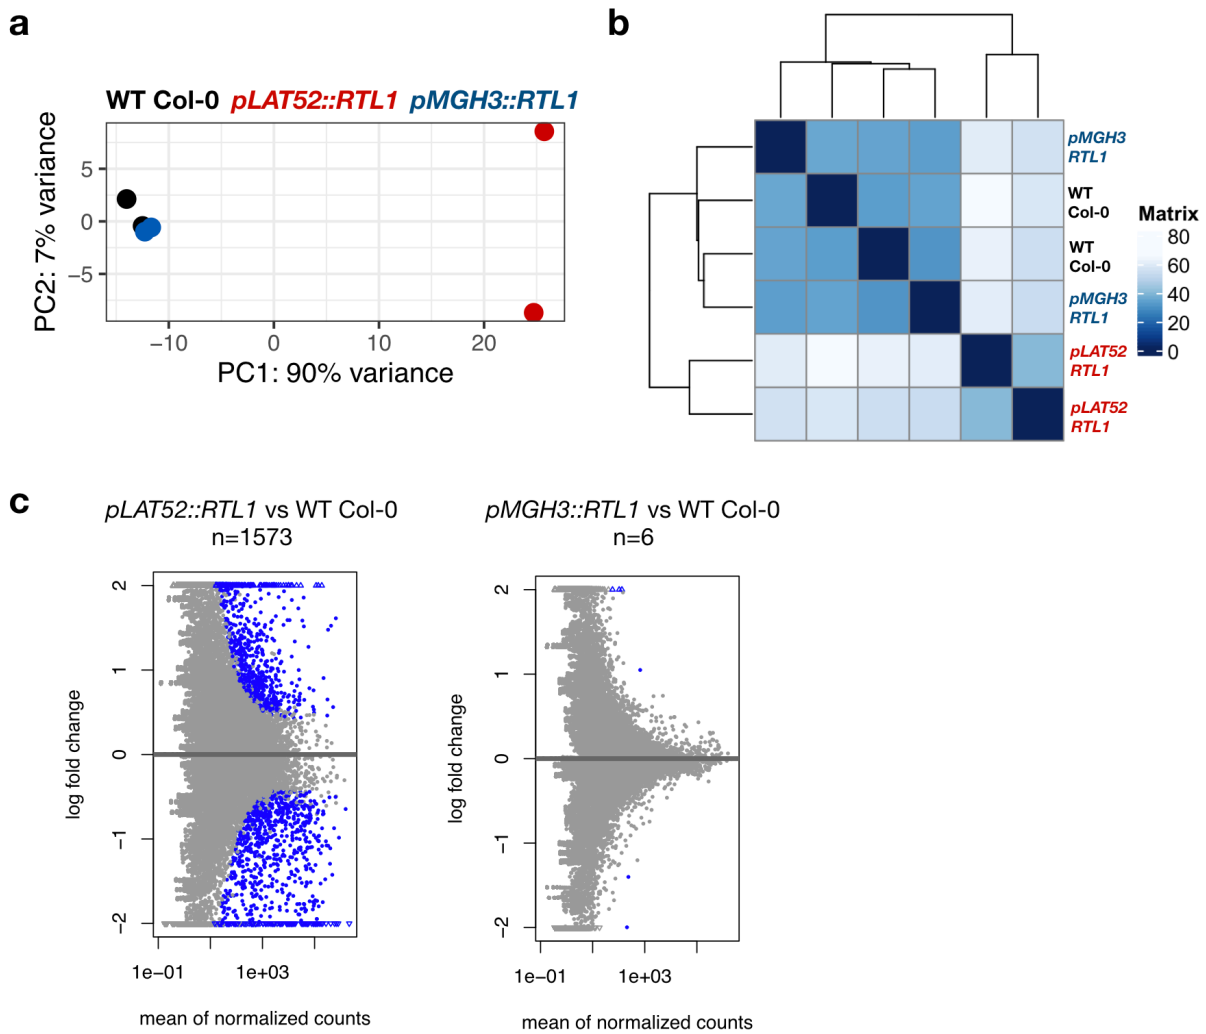

**Supplementary Fig. 8 - RNA sequencing of *pLAT52::RTL1* and *pMGH3::RTL1* transgenic pollen.** **a**, Principal component analysis after variance-stabilizing transformation shows the reproducibility of RNA sequencing experiments for two independent transgenic lines of each construct and wild-type Col-0 control. This also highlights differences between *pLAT52::RTL1* and *pMGH3::RTL1* datasets, as *pLAT52::RTL1* separates from WT Col-0 and *pMGH3::RTL1* along PC1. **b**, Datasets were transformed by variance-stabilizing transformation (VST) and used for sample clustering and visualization of sample-to-sample distances, which are represented by the scale gradient. The heatmap of this distance matrix shows an overview of similarities and dissimilarities between all datasets. **c**, MA plots highlight the number of genes and TEs differentially expressed in *pLAT52::RTL1* and *pMGH3::RTL1* pollen as calculated by DESeq2 ( $P < 0.05$ ), which are marked as blue dots.

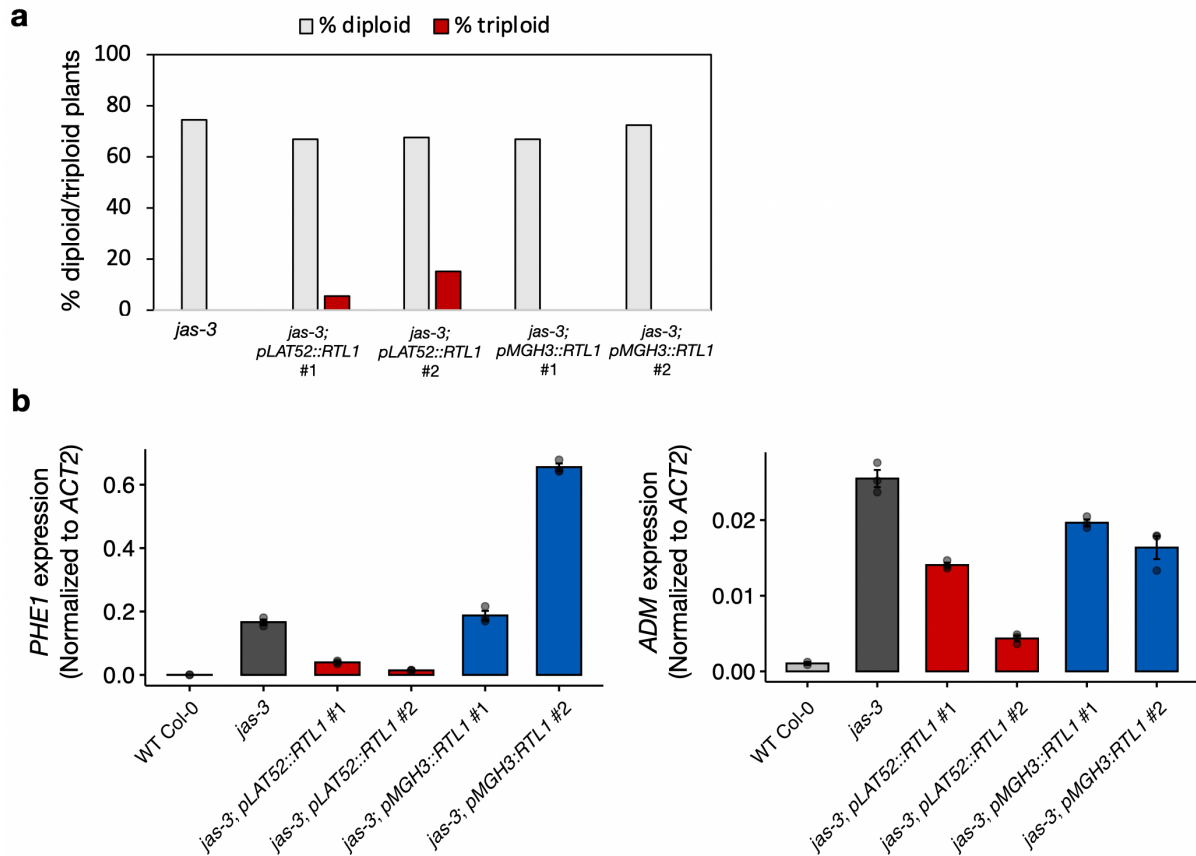

**Supplementary Fig. 9 - Loss of siRNA biogenesis in the vegetative nucleus impacts triploid seed viability and genomic imprinting.** **a**, The presence of viable triploid seeds in *jas-3;pLAT52::RTL1* lines was quantified by inspecting the presence of triploid plants in the selfed progeny, based on their fertility defects. **b**, Expression of the paternally expressed imprinted genes *PHE1* and *ADM* is up-regulated in *jas-3* mutant siliques 7 days after pollination, as compared to wild-type Col-0. This response is reduced in siliques of *jas-3;pLAT52::RTL1* lines, particularly for *PHE1* that was found down-regulated in two independent transgenic lines showing lower levels of seed collapse. Dots and bars represent expression level of individual replicates and mean values (n=2), respectively, error bars represent the standard error, and expression of *PHE1* and *ADM* was normalized to the levels of *ACT2*. Source data are provided as a Source Data file.

**Supplementary Table 1 - Primers used in this study.**

| Name                 | Sequence (5' - 3')                  |
|----------------------|-------------------------------------|
| <u>Cloning</u>       |                                     |
| pLAT52_HindIII_F     | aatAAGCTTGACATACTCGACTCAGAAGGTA     |
| pLAT52_XbaI_R        | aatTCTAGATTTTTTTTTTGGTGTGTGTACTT    |
| pMGH3_HindIII_F      | aatAAGCTTTACTTCTCCGACCAAAAAGTT      |
| pMGH3_XbaI_R         | aatTCTAGAGTGCGATTTCTTCGAGAGAAC      |
| <u>RT-qPCR</u>       |                                     |
| RTL1_F               | ATGGACTGCAACTCCACC                  |
| RTL1_R               | GTTCTGTCATTGGATGGCTC                |
| MGH3_F               | TGTCCAAGGACATTCAGTTGGC              |
| MGH3_R               | CACGGAAGGGTTTTATCAGAG               |
| ACT2_F               | GAGAGATTCAGATGCCCAGAAAGTC           |
| ACT2_R               | TGGATTCCAGCAGCTTCCA                 |
| ADM_F                | TTGAAAGAGTTTGCGGATGTG               |
| ADM_R                | AGGACCAACATTATGGTCATACC             |
| PHE1_F               | TTGGTGTAGCTCCTACTGTTGT              |
| PHE1_R               | AGCCTGGTATTGGAATTGAACC              |
| <u>Genotyping</u>    |                                     |
| LBb1.3               | ATTTTGCCGATTTTCGGAAC                |
| <i>nprd1a-3</i> _F   | GATCTGTTTCAGCTTGCTCGTC              |
| <i>nprd1a-3</i> _R   | TGCTTATGATGGCACTGTGAG               |
| LB_T-DNA_FTL         | GGCATGCAAGCTGATAATTC                |
| FTL1230_F            | GAATTCTCCAACACAGCTCAGG              |
| FTL1230_R            | AGATCCGCGTGTTTGAATTTCT              |
| LB3                  | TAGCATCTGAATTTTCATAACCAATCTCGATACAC |
| <i>jas-3</i> _SAIL_F | CACTTCAAATGGTGTTCATG                |
| <i>jas-3</i> _SAIL_R | TCTTCCCATTTTCACTCATGG               |

## SUPPLEMENTARY REFERENCES

1. Nakagawa, T. *et al.* Development of series of gateway binary vectors, pGWBs, for realizing efficient construction of fusion genes for plant transformation. *Journal of Bioscience and Bioengineering* **104**, 34–41 (2007).
2. Borg, M. *et al.* Epigenetic reprogramming rewires transcription during the alternation of generations in Arabidopsis. *eLife* **10**, e61894 (2021).
3. Wang, M., Zhao, Y. & Zhang, B. Efficient Test and Visualization of Multi-Set Intersections. *Sci Rep* **5**, 16923 (2015).

# Supplementary material for: Targeted suppression of siRNA biogenesis in Arabidopsis pollen promotes triploid seed viability
**Source:** Nat Commun. 2024 May 30;15:4612. doi: 10.1038/s41467-024-48950-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1** - Differentially expressed small RNAs from genes and TEs.

**Supplementary Data 2** - Differentially Methylated Regions (DMRs).

**Supplementary Data 3** - Differentially expressed genes and TEs.

**Supplementary Data 4** - Summary of RNA sequencing and whole-genome bisulfite sequencing (WGBS).

**Supplementary Data 5** - Statistical analysis.

# Supplementary material for: Targeted suppression of siRNA biogenesis in Arabidopsis pollen promotes triploid seed viability
**Source:** Nat Commun. 2024 May 30;15:4612. doi: 10.1038/s41467-024-48950-6
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All sequencing datasets generated in this study are publicly available in the NCBI's Gene Expression Omnibus under the accession number GSE231670. Expression profiling of Col-0 pollen nuclei is available in GSE155369. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

### Experiments of concern

Does the work involve any of these experiments of concern:

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

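Processed values were taken as deposited and no reads were aligned again. By the paper's methods, pollen small RNAs were sequenced at BGI as single-end reads of 50 nt, reads were mapped to TAIR10 with bowtie keeping perfect matches, and loci were compared with DESeq2 at an FDR of 0.05. The signal values that the authors deposited are reads of 18 to 30 nt per gene and length, with each read divided by its number of genomic hits and scaled to RPM by a total that the authors chose. This unit was checked against the values: most of them are multiples of the value of a single read, the total that this implies lay between 684589 and 2324263 reads, and the values of each library sum to more RPM than a total of mapped reads allows, so they are called signal and not RPM of the mapped reads. In replicate 1 of both sorted genotypes, and in no other library, lengths up to 45 nt were listed. Those above 30 nt, with 3704 values in WT FTL and 2330 in *nrpd1a-3* FTL pollen, were left out.

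Signal from 18 to 30 nt was summed over lengths, and loci with a mean of at least 12 hit-weighted reads per library were kept. Weighted reads are not whole counts, so the plan's choice for scaled values was used: limma 3.58.1 in R 4.3.3 on log2(signal + 1), with empirical Bayes moderation and a variance trend that was not in the plan, and Benjamini-Hochberg adjusted p below 0.05. WT Col-0 and both RTL1 constructs were fitted together, with 3 residual and 5.12 prior degrees of freedom, and the sorted pollen apart, with 2 and 7.72. Replicates of a construct are independent lines. Lists of the paper were tested as sets with camera and again with fry. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and SciPy 1.17.1. TE genes were given a family with BLAST+ 2.17.0 by aligning the 1642 differentially methylated windows of Supplementary Data 2 that name a single family to TE genes at 80% identity or more over at least 80 bp and 80% of the window. The reference at hand is TAIR10.1, in which 203 of 205 regions that the paper assigns to a gene overlap that gene, and all coordinates are from it.

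The procedure was tested on simulated data with the size and spread of these libraries and 200 loci planted at a log2 change of 2. In the design of the RTL1 libraries 144 of 200 were recovered with 16 false calls, and in that of the sorted pollen 10 of 200 with 3 false calls. In these simulated sets, 1 for each design, false calls were a larger share of the calls than the threshold implies. The simulated loci varied independently and 200 changed, whereas 1589 loci were called reduced in sorted pollen. These shares therefore need not hold in the real fits. A locus missing among the calls of sorted pollen is no sign of a lack of change.

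Genes are named if the paper shows them in Fig. 1d, if they are RTL1, NRPD1A, the gene beside the reporter transgene or paralogs of RTL1, if both reduced lists of the paper hold them, or if they are among the 3 largest increases or decreases past the threshold in a comparison. MIR845a was named after its values were seen. Alternatives tried were 4 scalings (summed signal, microRNA genes, median ratio, summed signal without structural RNAs), no filter, a replicate block, 1 locus of each identical set, 21 and 22 nt or 23 and 24 nt alone, pseudocounts of 0.1 and 5, no variance trend, limma-voom on weighted reads, other sets of libraries in a fit and each library left out. Loci of the paper's own TE annotation, other data types and undivided counts were not analysed here.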

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

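Among the tests given here, those of scaling for RTL1 and for both contrasts of RNA length and rRNA, and the paralog tests in each construct alone, were chosen only after the result was seen, and the others were written before their own values were computed, though per-library ratios of 24-nt to 21-nt RNAs on TE and protein-coding genes had by then been seen.

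Small RNAs on the *RTL1* gene itself, which Supplementary Data 1 lists as raised in *pMGH3::RTL1* pollen and the text of the paper does not discuss, rose by 6.07 on the log2 scale in *pMGH3::RTL1* pollen and by 2.55 in *pLAT52::RTL1* pollen, where the change was not past the threshold. The libraries held 1023 and 302 RPM in *pMGH3::RTL1*, 93.7 and 23.8 RPM in *pLAT52::RTL1* and 4.30 and 11.9 RPM in WT Col-0 pollen, so 1 line of each construct held most of the signal. A difference in library scaling is argued against, since under 4 scalings the lower RTL1 library was at least 1.38 times the higher WT Col-0 library. Fragments of the transgene messenger RNA of mixed lengths are argued against as well, because the share of 21 to 24 nt RNAs on *RTL1* exceeded that on protein-coding genes by at least 18.4 percentage points. Reads shared with the paralogs *RTL2* and *RTL3* are argued against in *pMGH3::RTL1* pollen, where the larger paralog change was -0.46 and both paralogs together held 3.18 and 1.46 RPM, since a shared read is divided equally among its hits. In *pLAT52::RTL1* pollen *RTL3* rose by 1.81. There the paralogs held 4.54 RPM in replicate 1, too little for its 93.7 RPM on *RTL1*, but 20.0 RPM in replicate 2. Taking these off leaves 3.81 RPM on *RTL1* in replicate 2. This lies between the 0.430 and 6.50 RPM left in the WT Col-0 libraries in the same way. For the line of replicate 2, shared reads thus cannot be told apart from RNAs of *RTL1*. Whether the transgene transcript is itself turned into small RNAs is a hypothesis that stays open.

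RNAs of 23 and 24 nt were lower in *pMGH3::RTL1* than in *pLAT52::RTL1* pollen at 837 loci, while RNAs of 21 and 22 nt were higher at 555 loci. A difference in library scaling is argued against, because the higher ratio of 24-nt to 21-nt RNAs on TE genes in *pMGH3::RTL1* was 0.564 times the lower one in *pLAT52::RTL1* pollen. A difference in the RNA lengths that entered the libraries is a candidate explanation that the values leave standing, since rRNA and tRNA fragments moved the same way, with a ratio of 0.954 for the same comparison. That fall is smaller than the one on TE genes, and WT Col-0 replicate 2, with 2.13 times as much 24-nt as 21-nt RNA on TE genes, resembled *pMGH3::RTL1* pollen at 2.10 and 1.96. How much of the contrast belongs to the constructs stays open.

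Ribosomal RNA fragments were 2.09 times as high in *nrpd1a-3* FTL as in WT FTL pollen, with 2.52 and 1.73 in the same-numbered pairs. A smaller scaling total after the loss of siRNAs would raise the microRNA signal too, which had a ratio of at most 0.885, but that value rests on *MIR845a*. Without it the ratios of the pairs were 1.36 and 0.776, below those of rRNA, yet with a rise in the first pair, so a smaller total cannot be told apart from a change of rRNA fragments there. Damage during sorting of either population stays open as well.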

How the results depend on the processing

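Tests under the median ratio, the sum without structural RNAs, the pseudocounts, no variance trend, limma-voom, an estimated correlation, the 500 most variable loci and the direct comparison of the constructs were chosen only after the result was seen. Alternatives of the plan that rest on whole counts (DESeq2 size factors and its transformation, filterByExpr, TMM and undivided counts) were not run. Over all results that answer a comparison, 397 values stayed the same, 196 moved, 32 reversed and 4 became weaker. For single genes 364 stayed the same, 53 became weaker, 38 stronger, 10 moved and 1 reversed, which was AT3G11420 with 23 and 24 nt (-1.35 to 0.52). The cause was not tested unless stated.

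Reduced loci in *pLAT52::RTL1* pollen numbered 18 and became 37 with the summed signal, 1760 with the microRNA genes, 33 with the median ratio, 136 with the sum without structural RNAs, 123 with 21 and 22 nt, 1 without a variance trend, 35 with limma-voom and 1 with only 4 libraries. Raised loci there were 189 and became 287 with the sum without structural RNAs, 35 without a variance trend and 82 with only 4 libraries.

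The 111 loci reduced in *pMGH3::RTL1* pollen became 642 with the summed signal, 4739 with the microRNA genes, 878 with the sum without structural RNAs, 26 with 21 and 22 nt, 241 with 23 and 24 nt, 68 without a variance trend and 46 with only 4 libraries. The 55 raised loci became 15 with the summed signal, 86 with 1 locus of each identical set, 97 with 23 and 24 nt, 14 without a variance trend, 101 with limma-voom and 10 with only 4 libraries.

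The 1589 reduced and 5 raised loci of *nrpd1a-3* FTL pollen became 3234 and 3 with the summed signal, 2427 and 37 with the microRNA genes, 2908 and 61 with the sum without structural RNAs, 2389 and 13 with a pseudocount of 5, and 4597 and 356 with all 10 libraries. Raised loci were 11 with limma-voom. Counts of 0 reduced and 0 raised came with the median ratio (1230 and 1790 at an unadjusted p), no filter (9364 and 184), 21 and 22 nt (473 and 91), 23 and 24 nt (2332 and 59), a pseudocount of 0.1 (2869 and 152) and no variance trend (2996 and 122). The replicate block gave 3532 and 684; both populations were sorted simultaneously by the paper's methods, but the replicate numbers are not stated to mark shared sorts, and deviations of same-numbered libraries had a Pearson r of 0.575 across loci, which are not independent replicates, against at most 0.0823 in the other experiment. Leaving out a library moved the median of the loci called reduced from -2.46 to between -2.98 and -1.94.

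Overlap of the reduced loci rose from 1 to 1291 with the microRNA genes and to 8 with the sum without structural RNAs. The TE share of reduced loci in *pLAT52::RTL1* pollen, 16.7% and under the share tested, passed that share with the microRNA genes (68.9%), the sum without structural RNAs (41.2%) and no filter (16.7%, because fewer of the loci then tested are TE genes), and also with 21 and 22 nt (53.7% against 38.6% tested) and with limma-voom (34.3%). In *pMGH3::RTL1* pollen the TE share went from 55.9% to 34.1% with the summed signal, 47.9% with the median ratio and 40.1% with the sum without structural RNAs. LTR/Gypsy among reduced TE genes in *pMGH3::RTL1* pollen fell from 91.3% to 62.5% with the summed signal, 67.2% with the microRNA genes and 56.9% with the sum without structural RNAs.

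Loci lower in *pMGH3::RTL1* than in *pLAT52::RTL1* pollen went from 289 to 1078 with the summed signal, 1051 with the microRNA genes, 1084 with the sum without structural RNAs, 92 with 21 and 22 nt and 837 with 23 and 24 nt. Higher loci went from 122 to 62 with the summed signal and 555 with 21 and 22 nt. Of the 8 genes of Fig. 1d, 2 were called, and 7 with the summed signal, 8 with the microRNA genes, 6 with the median ratio, 8 with the sum without structural RNAs, 5 with 1 locus of each identical set, 5 with 21 and 22 nt, 1 without a variance trend and 0 with only 4 libraries.

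*ATGP1* in *pLAT52::RTL1* pollen moved from -0.84 to -1.52 with the microRNA genes. Its -0.12 in *pMGH3::RTL1* pollen became -0.85 with the summed signal, -1.10 with the microRNA genes, -0.20 with the median ratio and -0.71 with the sum without structural RNAs, and ran from -0.26 without WT Col-0 replicate 1 to 0.025 without WT Col-0 replicate 2 (0.024 without *pMGH3::RTL1* replicate 1) when a library was left out. Relative to all loci its -0.20 turned to 0.029 without a filter and ran from -0.32 to -0.064 over left-out libraries. Its -1.73 in *nrpd1a-3* FTL pollen became -2.23 with the summed signal and -0.52 with the median ratio, and the relative -0.76 ran from -0.99 to -0.39 over left-out libraries.

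*ATHILA4* in *pLAT52::RTL1* pollen went from -0.28 to -0.50 with the summed signal, -0.95 with the microRNA genes, -0.37 with the median ratio, -0.54 with the sum without structural RNAs and -0.33 without a filter, and from -0.34 to -0.16 over left-out libraries. Its relative -0.45 became -0.66 without a filter and ran from -0.55 to -0.30. The value of -0.13 in *pMGH3::RTL1* pollen became -0.85, -1.10, -0.20 and -0.71 with the 4 scalings in the same order and ran from -0.20 to -0.13, and the relative -0.20 turned to 0.029 without a filter. The -2.25 of *nrpd1a-3* FTL pollen became -2.74 with the summed signal and -1.12 with the median ratio, and ran from -2.99 to -1.59, and the relative -1.28 from -1.47 to -0.86, over left-out libraries.

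*VANDAL3* in *pLAT52::RTL1* pollen went from -0.37 to -0.59, -1.04, -0.46 and -0.63 with the 4 scalings in that order and ran from -0.47 to -0.25 over left-out libraries. Its relative -0.54 became -0.69 without a filter and ran from -0.68 to -0.33. Its 0.12 in *pMGH3::RTL1* pollen turned to -0.60 with the summed signal, -0.86 with the microRNA genes and -0.47 with the sum without structural RNAs. The relative 0.04 became 0.27 without a filter and ran from -0.087 without WT Col-0 replicate 2, where it reversed, to 0.18. For *nrpd1a-3* FTL pollen -2.36 became -2.85 with the summed signal and -1.20 with the median ratio and ran from -2.87 to -1.82. The relative -1.39 became -1.37 with the median ratio, -1.34 without a filter and -1.31 with 1 locus of each identical set, and ran from -1.35 to -1.10.

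*ATLANTYS2* in *pLAT52::RTL1* pollen moved from -0.62 to -1.30 with the microRNA genes, and its relative -0.79 ran from -0.98 to -0.66 over left-out libraries. Its -0.08 for *pMGH3::RTL1* pollen became -0.80, -1.05, -0.15 and -0.66 with the 4 scalings and ran from -0.19 to 0.029, reversing without *pMGH3::RTL1* replicate 1. The relative -0.15 turned to 0.075 without a filter and ran from -0.29 to -0.059. In *nrpd1a-3* FTL pollen -2.16 became -0.96 with the median ratio, and the relative -1.19 ran from -1.40 to -0.72.

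*ATGP2* in *pLAT52::RTL1* pollen went from 0.14 to -0.082 with the summed signal, -0.54 with the microRNA genes, 0.042 with the median ratio and -0.13 with the sum without structural RNAs, and from 0.021 to 0.27 over left-out libraries. Its relative -0.03 became -0.18 without a filter, and ran from -0.12 to 0.066 without *pLAT52::RTL1* replicate 1, and also reversed to 0.004 and 0.032 without WT Col-0 replicate 1 and 2. For *pMGH3::RTL1* pollen -1.85 became -2.57, -2.83 and -2.43 with the summed signal, the microRNA genes and the sum without structural RNAs. In *nrpd1a-3* FTL pollen -1.17 turned to 0.042 with the median ratio and ran from -1.89 without *nrpd1a-3* FTL replicate 1 to -0.53 without replicate 2, and the relative -0.20 ran from -0.37 to 0.20, reversing without *nrpd1a-3* FTL replicate 2.

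*VANDAL6* in *pLAT52::RTL1* pollen went from -0.19 to -0.41, -0.86, -0.29 and -0.46 with the 4 scalings and ran from -0.21 to -0.084 over left-out libraries, and its relative -0.36 became -0.51 without a filter. The -0.15 of *pMGH3::RTL1* pollen became -0.87, -1.12, -0.22 and -0.73. The relative -0.22 became -0.25 with the microRNA genes, turned to 0.006 without a filter and ran from -0.27 to -0.14. In *nrpd1a-3* FTL pollen -2.17 became -1.03 with the median ratio and ran from -2.77 to -1.54, and the relative -1.20 ran from -1.26 to -0.82.

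For the *pLAT52::RTL1* list in *nrpd1a-3* FTL pollen, the camera p of 0.0370, for a place above the other loci, became 0.0548 with the summed signal and 0.642 with an estimated correlation. Fry, which does not set a list against the other loci, gave 0.571 as a fall. The list's median of -0.24 became -0.75 with the summed signal and turned to 0.96 with the median ratio. Over left-out libraries it ran from -1.04 without *nrpd1a-3* FTL replicate 1 to 0.46 without replicate 2, with 0.22 without WT FTL replicate 1, and its relative 0.73 ran from 0.48 to 1.18. For the *pMGH3::RTL1* list, the camera p of 9.43e-06 became 0.396 with an estimated correlation. Fry gave 0.0793 as a fall (0.0104 to 0.0445 under the 4 scalings, 0.1255 with the replicate block). The median of -2.29 became -1.21 with the median ratio.

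Taken as a share of the summed signal of each library, 24-nt RNAs at the genes of the *pMGH3::RTL1* list changed by -2.63 in place of -1.80 in *pMGH3::RTL1* pollen, and 21-nt and 22-nt RNAs by -2.13 in place of -1.41. In *nrpd1a-3* FTL pollen the 24-nt change was -2.65 in place of -2.13, and for 21-nt and 22-nt RNAs of the *pLAT52::RTL1* list -0.41 in place of 0.15. Over TE genes the 24-nt change was -1.16 in place of -0.30 in *pMGH3::RTL1*, -0.23 in place of 0.10 in *pLAT52::RTL1* and -2.03 in place of -1.50 in *nrpd1a-3* FTL pollen. By construction, this share removes differences in the summed signal between libraries. Over left-out libraries the first of these changes ran from -1.94 to -1.64. That of the *pLAT52::RTL1* list in *nrpd1a-3* FTL pollen ran from -0.58 without *nrpd1a-3* FTL replicate 1 to 0.64 without replicate 2, with -0.20 without WT FTL replicate 2. For TE genes, the 24-nt change ran from -0.10 without WT Col-0 replicate 2 to 0.34 without replicate 1 in *pLAT52::RTL1* pollen and from -1.69 to -1.28 in *nrpd1a-3* FTL pollen, where the change of 21-nt and 22-nt RNAs, -0.13, ran from -0.52 to 0.17 without *nrpd1a-3* FTL replicate 2.

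PC1 rose from 38.8% to 55.9% with the 500 most variable loci and ran from 38.4% to 49.8% over left-out libraries.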

Differences from the paper's values

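The fit called 13 protein-coding and microRNA genes reduced in *pLAT52::RTL1* pollen, where the paper lists 77. None of the alternatives set beforehand came within the margin: they gave 27 with the summed signal, 435 with the microRNA genes, 13 without a filter, 8 with a replicate block, 19 with 1 locus of each identical set, 45 with 21 and 22 nt, 6 with 23 and 24 nt and 1 with 4 libraries. Scaling to the summed signal without rRNA, tRNA, snRNA and snoRNA, which was chosen after seeing the values, gave 71.

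In *pMGH3::RTL1* pollen 40 protein-coding and microRNA genes were raised, where the paper lists 141. No alternative, whether set beforehand or added after seeing the values, came near, and the largest count was 79 with limma-voom.

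For AT2G45310 the log2 change in *pLAT52::RTL1* pollen was -2.18, where the paper gives -1.32. Other settings ran from -2.85 with the microRNA genes to -1.82 with 23 and 24 nt, so none came near.

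Of the genes shown in Fig. 1d, 6 were not past the threshold as reported. Each was called under several alternatives. AT1G63230 was called with the summed signal, the microRNA genes, the summed signal without structural RNAs and 21 and 22 nt. AT2G45310 was called with these and with 23 and 24 nt. AT3G11420 was called with the microRNA genes, the median ratio, the sum without structural RNAs, 1 locus of each identical set, 21 and 22 nt and limma-voom. AT1G24530 was called with all 4 scalings, 1 locus of each identical set and 23 and 24 nt. AT3G06890 was called with all 4 scalings and the replicate block. AT5G23030 was called with all 4 scalings, without a filter, with 1 locus of each identical set and with limma-voom. The median ratio, the sum without structural RNAs and limma-voom were added after seeing the values.

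The paper places the loss in *pLAT52::RTL1* pollen primarily at TEs, with 740 TE loci of its own annotation among its 817 reduced loci. Those TE loci were not analysed here, so the shares are of unlike sets and are no direct contradiction. TE genes were 16.7% of the reduced loci as reported (3 of 18). They were the larger part with the microRNA genes (68.9%) and with 21 and 22 nt (53.7%), both set beforehand. *VANDAL6* is named by the paper, from its own TE loci, among families depleted mainly in *pMGH3::RTL1* pollen. The 13 TE genes assigned to it here changed by -0.36 in *pLAT52::RTL1* and by -0.22 in *pMGH3::RTL1* pollen relative to all loci. Members of *ATGP1* were lower in *pLAT52::RTL1* pollen as the paper states, but none was past the threshold, at which 788 loci were reduced with an unadjusted p. The first component held 38.8% of the variance, where the paper has about 57 in Fig. 1b, read by eye, and reached 55.9% with the 500 most variable loci, a setting added after seeing the values.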

Other observations

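Of the tests below, those of scaling and that of the *ATGP2* medians at 23 and 24 nt were chosen only after the result was seen, and all were written once the pattern itself was known.

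More loci were raised (189) than reduced (18) in *pLAT52::RTL1* pollen, most of them protein-coding genes. A difference in library scaling is argued against as the source of the raised loci, since each of 4 other scalings called at least 180 loci raised, at least 125 of them the same. The balance with the reduced loci is another matter. Reduced loci exceeded raised ones by 1554 when libraries were scaled to the microRNA genes, which lowers all loci together, while the other scalings left more loci raised, so for the balance scaling cannot be told apart from a change in pollen. Degradation fragments of messenger RNA cannot be told apart from small RNAs made at the raised loci: the rise at 21 to 24 nt fell short of that at other lengths by up to 1.70 on the log2 scale (-1.70). A spread of fragments in both replicate lines stays open.

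TE genes lost small RNAs in *nrpd1a-3* FTL pollen, with a median log2 change of -2.25. The summed 24-nt to 21-nt ratio of TE genes cannot decide on library scaling. Its higher value in *nrpd1a-3* FTL was 0.518 times the lower one of WT FTL pollen, but *ATLANTYS1* and *ATHILA4B_LTR* held much of the mutant signal. Per TE gene, the median change was similar at 21 and 22 nt (-1.90) and at 23 and 24 nt (-2.24). Scaling as the whole source is argued against by the median of 0.04 over protein-coding genes, since scaling moves all loci of a library together. Under the other scalings tried, the TE-gene median ran from -2.73 to -1.12. A sorting or library batch marked by the replicate numbers is argued against by the smaller median loss of -1.96 within the same-numbered pairs. How far the loss extends beyond TE genes stays open, with 199 protein-coding genes called reduced and a median of 0.04 over the protein-coding genes tested. Pseudogenes were mostly lower, with a median of -1.75, 85.6% of 181 lower and 42 called reduced.

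The loss was smaller at *ATGP2* than at other TE genes, with medians of -1.17 and -2.25. RNAs of 21 and 22 nt that do not need Pol IV are argued against as the whole source, since with 23-nt and 24-nt RNAs alone the gap between the medians was at least 0.64 in the same-numbered pairs, and the summed 24-nt RNAs also fell less at *ATGP2*, by at least 0.49. Low values pulled towards 0 by the pseudocount are argued against as the source of the gap. With a pseudocount of 0.1 the *ATGP2* median stayed at -1.17, while that of TE genes went to -2.39 and the gap to 1.22. With a pseudocount of 5 these medians were -1.17 and -1.80. Why *ATGP2* lost less stays open. Without *nrpd1a-3* FTL replicate 2 the *ATGP2* median relative to all loci turned from -0.20 to 0.20, and its median as such was -1.89 without replicate 1 and -0.53 without replicate 2.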
